# A Role for Pre-mRNA-PROCESSING PROTEIN 40C in the Control of Growth, Development, and Stress Tolerance in *Arabidopsis thaliana*

**DOI:** 10.3389/fpls.2019.01019

**Published:** 2019-08-13

**Authors:** Carlos Esteban Hernando, Mariano García Hourquet, María José de Leone, Daniel Careno, Javier Iserte, Santiago Mora Garcia, Marcelo Javier Yanovsky

**Keywords:** pre-mRNA processing protein 40, splicing, transcription, *Arabidopsis*, biotic stress, abiotic stress

## Abstract

Because of their sessile nature, plants have adopted varied strategies for growing and reproducing in an ever-changing environment. Control of mRNA levels and pre-mRNA alternative splicing are key regulatory layers that contribute to adjust and synchronize plant growth and development with environmental changes. Transcription and alternative splicing are thought to be tightly linked and coordinated, at least in part, through a network of transcriptional and splicing regulatory factors that interact with the carboxyl-terminal domain (CTD) of the largest subunit of RNA polymerase II. One of the proteins that has been shown to play such a role in yeast and mammals is pre-mRNA-PROCESSING PROTEIN 40 (PRP40, also known as CA150, or TCERG1). In plants, members of the PRP40 family have been identified and shown to interact with the CTD of RNA Pol II, but their biological functions remain unknown. Here, we studied the role of AtPRP40C, in *Arabidopsis thaliana* growth, development and stress tolerance, as well as its impact on the global regulation of gene expression programs. We found that the *prp40c* knockout mutants display a late-flowering phenotype under long day conditions, associated with minor alterations in red light signaling. An RNA-seq based transcriptome analysis revealed differentially expressed genes related to biotic stress responses and also differentially expressed as well as differentially spliced genes associated with abiotic stress responses. Indeed, the characterization of stress responses in prp40c mutants revealed an increased sensitivity to salt stress and an enhanced tolerance to *Pseudomonas syringae* pv. *maculicola* (*Psm*) infections. This constitutes the most thorough analysis of the transcriptome of a prp40 mutant in any organism, as well as the first characterization of the molecular and physiological roles of a member of the PRP40 protein family in plants. Our results suggest that PRP40C is an important factor linking the regulation of gene expression programs to the modulation of plant growth, development, and stress responses.

## Introduction

Plants are permanently subjected to environmental changes that adversely affect their growth and development either in natural or agricultural settings. Accurate control of gene expression and precursor mRNAs (pre-mRNAs) processing is essential for the adaptation to rapid changes in the environment. Synthesis of mRNA by the RNA polymerase II (RNA Pol II) is coordinated with subsequent RNA processing events such as 5’ capping, splicing, cleavage, and polyadenylation (Darnell, 2013). The largest subunit of the RNA Pol II couples transcription and pre-mRNA processing *via* its C-terminal domain (CTD). The CTD comprises tandem Tyr1–Ser2–Pro3–Thr4–Ser5–Pro6–Ser7 heptapeptide repeats that are highly conserved in eukaryotes (Allison et al., 1988; Nawrath et al., 1990) and interacts with capping, splicing, and polyadenylation factors, acting as a scaffolding platform for mRNA processing factors (Greenleaf, 1993; McCracken et al., 1997; Misteli and Spector, 1999; Buratowski, 2003; Phatnani and Greenleaf, 2006; Muñoz et al., 2010; Braunschweig et al., 2013).

Pre-mRNA splicing occurs in two sequential trans-esterification steps catalyzed by the spliceosome, a large dynamic ribonucleoprotein complex present in the nucleus. The major spliceosome consists of five small nuclear ribonucleoproteins (snRNPs) named U1, U2, U4, U5, and U6, along with ∼200 accessory proteins (Wahl et al., 2009). The splicing reaction begins with the initial recognition of the 5’ and 3’ splice sites (5’SS and 3’SS, respectively) at the exon–intron boundaries, the branch point sequence (BPS), and the polypyrimidine tract (Py) (Wahl et al., 2009; Meyer et al., 2015); the completion of the splicing process involves the removal of an intron and the ligation of the resulting exons.

Splicing can be classified as constitutive splicing (CS) or alternative splicing (AS), depending on splice site choice and usage. In constitutive splicing, canonical splice sites are always used for a given transcript. In contrast, alternative splicing involves variable splice site choice and/or usage, giving place to multiple mRNAs variants from a single gene. Splice sites can be strong or weak depending on the degree in which their sequences diverge from consensus sequences, and this determines their affinities for the spliceosomal machinery. In general, strong splice sites lead to constitutive splicing through full usage of the site. On the other side, weak splice sites are usually associated with alternative splicing, and the frequency of usage of the alternative splice sites varies depending on cellular context and environmental conditions (Kornblihtt et al., 2013). Alternative splicing events comprise intron retention (IR), exon skipping (ES), and alternative 5’ donor and 3’ acceptor splice site selection (Alt 5’SS and Alt 3’SS, respectively).

In plants of the model species *Arabidopsis thaliana*, current estimates indicate that ∼61% of the intron-containing genes undergo alternative splicing (Marquez et al., 2012), which proved to be essential for proper growth and development, as well as for optimal responses to environmental changes (Reddy et al., 2013; Staiger and Brown, 2013; Ding et al., 2014; Kwon et al., 2014; Shikata et al., 2014; Filichkin et al., 2015; Deng and Cao, 2017). One of the earliest events in spliceosome assembly is the formation of an RNA duplex between the 5’ SS and the 5’ end of the U1 snRNP, an event involving the activity of multiple proteins that stabilize the complex. PRE-mRNA-PROCESSING PROTEIN 40 (PRP40) was first discovered in yeast and proved to be essential in the early steps of spliceosome complex formation (Kao and Siliciano, 1996). PRP40 harbors two WW domains in the amino terminus and four FF domain repeats in the carboxyl terminus, which have been well characterized as mediators of protein–protein interactions (Bedford and Leder, 1999; Macias et al., 2002). In yeast, as well as in mammals, PRP40 helps to define the bridging interaction that links both ends of the intron, by interacting simultaneously with the BRANCHPOINT BINDING PROTEIN (BBP) and the U1 snRNP (Abovich and Rosbash, 1997). *Saccharomyces cerevisiae* PRP40 (ScPRP40) and its three human homologues, HsPRPF40A, HsPRPF40B, and HsTCERG1/CA150, have been extensively studied in the last two decades. While HsPRPF40A and HsPRPF40B were characterized as essential components of the early spliceosome assembly process (Lin et al., 2004; Wahl et al., 2009; Becerra et al., 2015), HsTCERG1/CA150 was initially discovered as a transcriptional modulator and later linked to pre-mRNA splicing (Sune et al., 1997; Pearson et al., 2008; Munoz-Cobo et al., 2017). In fact, HsTCERG1/CA150 has been found associated with elongation factors and is present in a complex with the RNA polymerase II *via* the FF domains (Sune et al., 1997; Carty et al., 2000; Sanchez-Alvarez et al., 2006). HsTCERG1/CA150 has also been linked to RNA splicing through its WW domain 2 (WW2), which interacts with the splicing factors SF1, U2AF, and components of the SF3 complex (Goldstrohm et al., 2001; Lin et al., 2004). Furthermore, HsTCERG1/CA150 has been identified in highly purified spliceosomes in multiple studies (Makarov et al., 2002; Rappsilber et al., 2002; Deckert et al., 2006). As previously mentioned, the processes of transcription and pre-mRNA processing are coordinated by the CTD of the RNA pol II. The modular structure of HsTCERG1/CA150, containing the splicing-factor associating WW domains present in the N-terminus and the CTD-associating FF repeats in the C terminus, confers the ideal structure for a protein that couples transcription and splicing. In accordance with this model, both halves of HsTCERG1/CA150 have been shown to be essential for the assembly of higher-order transcription-splicing complexes (Sanchez-Alvarez et al., 2006).

Plant homologues of ScPRP40 were first identified in 2009 by Kang et. al by means of a bioinformatic screening of proteins that interact with the RNA Pol II CTD in *Arabidopsis*. Three proteins were thus identified: AtPRP40A, AtPRP40B, and AtPRP40C (Kang et al., 2009), which interacted with de RNA Pol II CTD (both phosphorylated and nonphosphorylated); at least for AtPRP40B, the authors showed that the WW domains at the amino terminus mediated this interaction (Kang et al., 2009). So far, a characterization of the biological and molecular roles of plant PRP40s is missing. Here, we decided to focus on the characterization of AtPRP40C using a reverse genetics approach and performed a physiological and molecular analysis of the function of this protein in the control of growth, development and stress tolerance, as well as in the regulation of gene expression. We found that AtPRP40C is involved in the regulation of flowering time and photomorphogenic responses. In addition, an RNA-seq analysis revealed that AtPRP40C is associated with the proper control of expression and splicing of abiotic and biotic stress-related transcripts, and, indeed, physiological assays showed that *prp40c* mutants display altered tolerance to salt stress and *Pseudomonas syringae* pv. *maculicola* (*Psm*) infections. Our work is the first physiological and molecular characterization of a member of the PRP40 protein family in plants, which reveals an important role for PRP40C linking the regulation of gene expression and pre-mRNA splicing, and modulating plant growth, development, and stress responses.

## Materials and Methods

### Plant Material

All of the *Arabidopsis* lines used in this study were on the Columbia (Col-0) ecotype background, and the *prp40c-1* (SALK_148319) and *prp40c-2* (SALK-205357) mutants were obtained from the Arabidopsis Biological Research Center (ABRC). Genotypic verification of the mutants was performed *via* PCR analysis using primers as detailed in **Supplementary Table S1**. PRP40C expression levels in the mutant alleles, as well as in wild-type plants, were assessed by reverse transcription followed by a semiquantitative PCR (RT-PCR) using Actin 2 as expression control; primers used are described in the **Supplementary Table S1**.

### Growth Conditions

Plants were grown on soil at 22°C under long days (LD; 16-h light/8-h dark cycles; 80 μmol m^−2^ s^−1^ of white light), 12:12 days (LD 12:12; 12-h light/12-h dark cycles; 80 μmol m^−2^ s^−1^ of white light), short days (SD; 8-h light/16-h dark cycles; 140 μmol m^−2^ s^−1^ of white light), or continuous light (LL; 50 μmol m^−2^ s^−1^ of white light), depending on the experiment.

### Phylogenetic Analysis

Evolutionary analysis was conducted using the maximum likelihood method implemented in MEGA X (Kumar et al., 2018). Sequences were retrieved using TBLASTN with different query sequences from Phytozome (phytozome.jgi.doe.gov), Onekp project at China National GeneBank (db.cngb.org/blast/blast/tblastn/), www.fernbase.org, and the *Klebsormidium nitens* genome portal (http://www.plantmorphogenesis.bio.titech.ac.jp/). All sequences were manually inspected to search for annotation errors. Retrieved sequences with long stretches of indeterminate bases were excluded from the analysis. In the case of sequences derived from transcriptomic surveys (namely, Onekp), care was taken so that only species with the longest contigs for all the genes searched were included in the analysis.

### Flowering Time Analysis

For flowering time experiments, the plants were grown on soil at 22°C under standard long days (LD; 16-h light/8-h dark cycles; 80 μmol m^−2^ s^−1^ of white light), 12:12 days (12-h light/12-h dark cycles; 80 μmol m−2 s^−1^ of white light), continuous light (LL; 50 μmol m^−2^ s^−1^ of white light) or short days (SD; 8-h light/16-h dark cycles; 140 μmol m^−2^ s^−1^ of white light) depending on the experiment. Flowering time was estimated by counting the number of rosette leaves at the time of bolting. These experiments were performed in triplicate with *n* = 16 for each genotype. The statistical analysis was done using a two-tailed Student’s *t*-test.

### Hypocotyl Length Characterization

For hypocotyl length measurements, seedlings were grown on 0.8% agar under complete darkness, continuous red light (1 μmol m^−2^ s^−1^), continuous blue light (1 μmol m^−2^ s^−1^), continuous white light (LL), or under cycles of white light in SD or LD (all white light treatments 1 μmol m^−2^ s^−1^). The final length of the hypocotyls was measured 4 days after germination. Light effects on hypocotyl elongation under continuous red and blue light were calculated normalizing hypocotyl length under each light regime to the hypocotyl length of the same genotype under constant dark conditions. For the white light experiments, absolute values of hypocotyl elongation are shown. These experiments were performed in triplicate with *n* = 20 for each genotype. The statistical analysis was done using a two-tailed Student’s *t*-test.

### Circadian Leaf Movement Analysis

For leaf movement analysis, plants were grown under 16-h light/8-h dark cycles until the appearance of the first pair of leaves. This period is referred to as the entrainment period. In order to measure circadian rhythms in leaf movement, plants were transferred to continuous white light (20 μmol m^−2^ s^−1^) at 22°C. The position of the first pair of leaves was recorded every 2 h for 5–6 days using digital cameras, and the leaf angle was determined using ImageJ software (Schneider et al., 2012). Period estimates were calculated with Brass 3.0 software (Biological Rhythms Analysis Software System, available from http://www.amillar.org) and analyzed with fast Fourier transform nonlinear least squares (FFT-NLLS) using Brass 3.0 software. These experiments were performed in triplicate, with *n* = 8 for each genotype. The statistical analysis was done using a two-tailed Student’s *t*-test.

### Growth Conditions and Protocol Used for cDNA Library Preparation and High-Throughput Sequencing

Three biological replicates with seeds of wild-type (Col-0) and *prp40c-1* mutant allele were sown onto Murashige and Skoog medium containing 0.8% agarose, stratified for 4 days in the dark at 4°C and then grown at 22°C in continuous light. Whole plants were harvested after 12 days, and total RNA was extracted with RNeasy Plant Mini Kit (QIAGEN) following the manufacturer’s protocols. To estimate the concentration and quality of samples, NanoDrop 2000c (Thermo Scientific) and the Agilent 2100 Bioanalyzer (Agilent Technologies) with the Agilent RNA 6000 Nano Kit were used, respectively. Libraries were prepared following the TruSeq RNA Sample Preparation Guide (Illumina). Briefly, 3 μg of total RNA was polyA-purified and fragmented, first-strand cDNA synthesized by reverse transcriptase (SuperScript II, Invitrogen) using random hexamers. This was followed by RNA degradation and second-strand cDNA synthesis. End repair process and addition of a single A nucleotide to the 3′ ends allowed ligation of multiple indexing adapters. Then, an enrichment step of 12 cycles of PCR was performed. Library validation included size and purity assessment with the Agilent 2100 Bioanalyzer and the Agilent DNA1000 kit (Agilent Technologies). Samples were pooled to create six multiplexed DNA libraries, which were pair-end sequenced with an Illumina HiSeq 1500 at INDEAR Argentina, providing 100-bp pair-end reads. Three replicates for each genotype were sequenced. Sequencing data have been uploaded to the Gene Expression Omnibus database and hare available under accession number (GSE129932).

### Processing of RNA Sequencing Reads

Sequence reads were mapped to *A. thaliana* TAIR10 (Lamesch et al., 2012) genome using TopHat v2.1.1 (Trapnell et al., 2009) with default parameters, except of maximum intron length set at 5,000. Count tables for different feature levels were obtained from bam files using custom R scripts and considering TAIR10 transcriptome.

### Differential Gene Expression Analysis

Before differential expression analysis, we decided to discard genes with fewer than 10 reads on average per condition. Differential gene expression was estimated using the edgeR package version 3.4.2 (Robinson et al., 2010), and resulting *p* values were adjusted using a false discovery rate (FDR) criterion (Benjamini and Hochberg, 1995). Genes with FDR values <0.05 and absolute log two-fold change > 0.58 were deemed differentially expressed. Overlapping analysis were performed using Venny (Oliveros, 2007).

### Differential Alternative Splicing

For the analysis of alternative splicing, the transcriptome was partitioned into subgenic joint features called “bins,” as proposed on DEXseq (Anders et al., 2012). Because of our special interest in new intron retention events, not only exons but also introns were considered in our analysis. The transcriptome was partitioned into 281,321 bins; 152,631 corresponding exclusively to exonic regions, 120,717 to intronic regions, and 7,973 to DNA regions directly associated with alternatively spliced events. We labeled these three kinds of bins as exon-bin, intron-bin, or AS-bins, respectively. In addition, AS-bins were further classified as defined by Mancini et al. (2019). For our analysis, we discarded bins from monoexonic genes and with mean count values lower than five reads per condition. We used edgeR exact test for the identification of differential use of bins corresponding to AS events or introns and FDR-corrected *p* values. We also computed read densities to have a relationship between the bin and its corresponding gene. Only genes with read densities > 0.05 in all genotypes were used for the analysis. AS events as well as all introns with an absolute log2 fold change (bin read density in the mutant/bin read density in wild type) value >0.58, with FDR values <0.15 were deemed differentially spliced. Overlapping analysis was performed using Venny (Oliveros, 2007).

### Functional Category Enrichment Analysis

Functional categories associated with specific groups of genes were identified using the BioMaps tool from the virtual plant software (http://virtualplant.bio.nyu.edu/cgi-bin/vpweb). This tool allowed us to determine which functional categories were statistically overrepresented in particular lists of genes compared to the entire genome (Katari et al., 2010). We analyzed 14 functional categories of our interest, and for each one, we determined the genes in common with our data sets, finally calculating a representation factor and the probability of finding an overlap simply by chance. The representation factor is the number of overlapping genes divided by the expected number of overlapping genes drawn from two independent groups. A representation factor  > 1 indicates more overlap than expected by chance for two independent groups of genes or events, a representation factor <1 indicates less overlap than expected. The probability of each overlapping was determined using the hypergeometric probability formula.

### Analysis of Splice-Site Sequences

To evaluate possible changes in the splice-site sequences of the most significantly affected splicing events in the *prp40c-1* mutants, we obtained the donor and acceptor splice site sequences of all the intron retention events that were deemed differentially spliced (absolute log2 fold value >0.58, with FDR values <0.15) in *prp40c-1* mutants compared to wild-type plants and compared them to the consensus splice-site sequences of the total 30,142 introns sequenced in our RNA-seq experiment. The frequency of each nucleotide for each position was obtained using custom R scripts and was represented using the R package Seqlogo (Bembom, 2014). The over- or underrepresentation of a particular nucleotide relative to its genome-wide frequency was determined, and a *p* value for the analysis was obtained using the hypergeometric test. The custom R scripts used here are available upon request.

### Salt and Osmotic Stress Assays

For germination under salt stress assays, 40 seeds of wild-type (Col-0), *prp40c-1*, and *prp40c-2* plants, and three replicates of each, were sown on 3-mm filter paper (Whatman) and were imbibed in different concentrations of sodium chloride (NaCl) solution (30, 50, 70, and 90 mM) or distilled water. After sowing, the plates were irradiated with far-red light and stratified overnight. On the next day, the plates were irradiated with white light for 1 h and then transferred to dark conditions for 3 days at 22°C. A seed was considered as germinated when the embryonary root protruded through the seed envelope. These experiments were performed in triplicate. The statistical analysis was done using a two-way ANOVA. For growth and survival assays, seeds were germinated on 1/2 MS agar medium. In the case of the root growth assay, 4-day-old seedlings were transferred to 1/2 MS agar containing 100 mM of NaCl or 200 mM of D-mannitol (isosmotic concentrations) and grown vertically for 5 days. The plants were photographed after this period of growth, and their root length was assessed. These experiments were performed in triplicate with *n* = 30 for each genotype. For the NaCl tolerance assay, 4-day-old seedlings were transferred from the germination medium to 1/2 MS agar containing 0 or 160 mM of NaCl, and the survival rate was determined 30 days after the seedlings were transferred. These experiments were performed in triplicate with *n* = 50 for each genotype. The statistical analysis was done using a two-tailed Student’s *t*-test.

### Evaluation of Cold Tolerance

Seeds were sown onto 1/2 MS agar medium, stratified for 3 days at 4°C, and grown at 22°C under continuous light. Four-day-old seedlings were transferred to 1/2 MS agar plates and grown vertically for 5 days at 22°C (control) or for 10 days at 10°C under continuous light. The plants were photographed after this period of growth, and their root length was assessed. These experiments were performed in triplicate with *n* = 30 for each genotype.

### Pathogen Infection Assay

*Pseudomona syringae* pv. *maculicolia* ES4326 strains were grown at 28°C with King’s B medium (20 g protease peptone, 1.5 g K_2_HPO_4_, 6.09 ml 1 M MgSO_4_, and 10 g glycerol per liter) supplemented with rifampicin (100mg/L) and kanamycin (50mg/L) for selection. Freshly cultured bacteria were collected and resuspended to a final concentration of OD600 = 0.0002 in 10 mM MgSO_4_. The bacterial solution was then pressured infiltrated with a 1-ml needleless syringe into the abaxial side of the 8th to 10th leaves of 5- to 6-week-old plants grown under SD conditions. Bacterial growth assays were performed at 48 h postinfection (hpi). Leaves were surface washed in sterile water before carrying out bacterial counts. A disc was punched from each leaf, and then, the three discs corresponding to each plant were placed in 750 μl of 10 mM MgCl_2_ and crushed to release the bacteria. The resulting solution was serial diluted and spot plated on KB plates containing the corresponding antibiotics. The plates were incubated at 28°C for 48 h before counting of the colonies. Log-transformed bacterial growth was statistically analyzed. All bacterial infection experiments were repeated at least three times. The statistical analysis was done using a two-tailed Student’s *t*-test.

### PCR Alternative Splicing and qPCR Differential Expression Assessment

For alternative splicing and differential expression assessment, 12-day-old plants were grown in Murashige and Skoog 0.8% agar medium under continuous white light at 22°C. Total RNA was extracted using TRIzol reagent (Invitrogen, Carlsbad, CA, USA). One microgram of RNA was treated with RQ1 RNase-Free DNase (Promega, Madison, WI, USA) and subjected to retro-transcription with Super Script II Reverse Transcriptase (SSII RT) (Thermo Fisher Scientific, Waltham, MA, USA) and oligo-dT according to manufacturer’s instructions. For alternative splicing, PCR amplification was performed using 1.5 U of Taq polymerase (Invitrogen). Primers used for amplification are detailed in **Supplementary Table S1**. RT-PCR products were electrophoresed and detected by SYBR Green 2%. For qPCR differential expression assessment, cDNAs were then amplified with FastStart Universal SYBR Green Master (Roche, Basel, Switzerland) using the Mx3000P Real Time PCR System (Agilent Technologies, Santa Clara, CA, USA) cycler. The IPP2 (AT3G02780) transcript was used as a housekeeping gene. Quantitative RT-PCR (qRT-PCR) analysis was conducted using the 2−ΔΔCT method (Schmittgen and Livak, 2008). Primer sequences and conditions are available on **Supplementary Table S1**. Three biological samples were measured for each genotype. The statistical analysis was done using a two-tailed Student’s *t*-test.

## Results

### Phylogenetic Analysis of the Pre-mRNA Processing Protein 40 Family

We initially performed a phylogenetic analysis of the pre-mRNA processing protein 40 family (PRP40) (**Figure 1A**). We found that PRP40s from both human and *Arabidopsis* genomes cluster in two separate clades, one that includes the so-called PRP40A and B types and another that includes HsTCERG1/CA150 and AtPRP40C. In order to assess whether this clustering reflects an ancestral origin, or may be an effect of sequence affinity unrelated to descent, we retrieved and analyzed plant PRP40 sequences sampled from phylogenetically relevant species (**Figure 1B**). We found that members of the PRP40A/B clade are found in all Viridiplantae, both uni- and multicellular. However, the occurrence of A and B forms appear to be restricted to eudicots, since neither monocots nor basal angiosperms show this type of duplication. PRP40C-type sequences are also widespread among plants, usually found as single copy genes. Still, we could not find *bona fide* homologues in Chlorophytes; consequently, PRP40C genes appear to be restricted to streptophytes. Taken together, our analysis shows that 1) type A PRP40s appear to be an ancestral feature of eukaryotic organisms, 2) the occurrence of duplicated forms in this clade (types A and B) is lineage specific, and 3) genes of the HsTCERG1/PRP40C type may also have independent origins; in Viridiplantae, they appear to be an ancient innovation of streptophytes.

**Figure 1:**
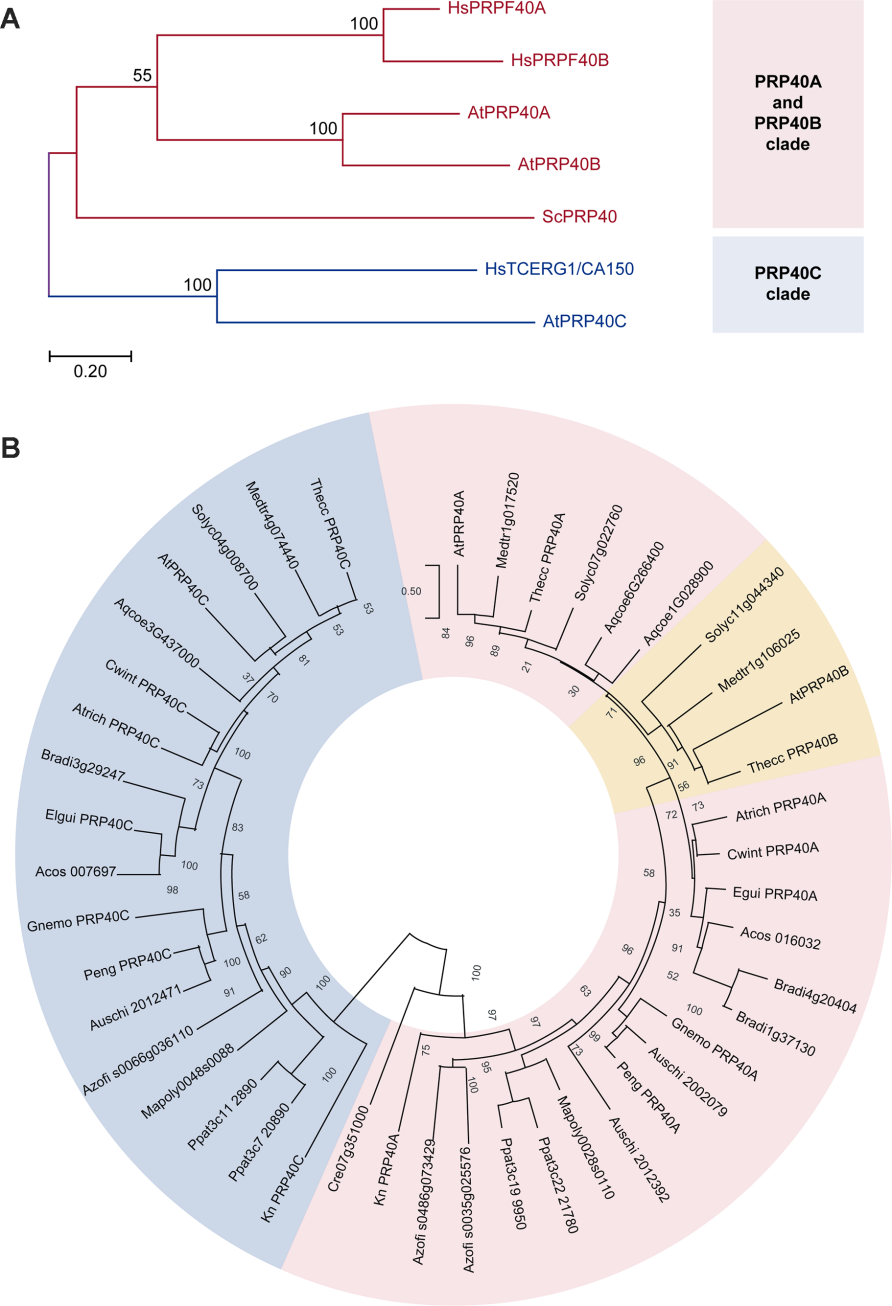
Phylogenetic analysis of the PRP40 family. Pink and blue shades indicate the PRP40A and PRP40C groups, respectively. Numbers indicate the percentage support for each node with 1,000 bootstrap iterations. **(A)** Comparison between the corresponding sequences of yeast (Sc, *Saccharomyces cerevisiae*), humans (Hs, *Homo sapiens*), and Arabidopsis (At, *Arabidopsis thaliana*). **(B)** Phylogenetic relationships of the PRP40 family in the Viridiplantae. The eudicot-specific duplication between A- and B-type sequences is indicated in orange; note that the two sequences from *A. coerulea*, a basal eudicot, do not clearly cluster with either group. Species identification: Medtr, *Medicago truncatula*; Thecc, *Theobroma cacao*, Solyc, *Solanum lycopersicum*; Aqcoe, *Aquilegia coerulea*; Atrich, *Amborella trichopoda*; Cwint, *Canella winterana*; Egui, *Elaeis guineensis*; Acos, *Ananas cosmosus*; Bradi, *Brachipodium distachyon*; Gnemo, *Gnetum montanum*; Auschi, *Austrocedrus chilensis*; Peng, *Picea engelmannii*, Azofi, *Azolla filiculoides*, Ppat, *Physcomitrella patens*; Mapoly, *Marchantia polymorpha*; Kn, *Klebsormidium nitens*; Cr, *Chlamydomonas reinhardtii.*

Thus, both AtPRP40C and HsTCERG1/CA150 appear to have diverged from the others members of the family in the respective organism. This observation, together with the fact that HsTCERG1/CA150 is a well-characterized protein that links transcription and pre-mRNA processing, suggested that this gene could have evolved to modulate gene expression networks in complex eukaryotic organisms and prompted us to analyze its biological roles and molecular functions in *A. thaliana*.

### PRP40C Mutants Display a Late Flowering Phenotype and Mild Alterations in Other Light Controlled Process

In order to characterize the role of AtPRP40C (hereinafter referred to as PRP40C) using a reverse genetics approach, we identified plants with T-DNA insertions in the *PRP40C* loci, *prp40c-1* (SALK_148319), and *prp40c-2* (SALK_205357). Both mutants were genotyped to verify the homozygosity of the T-DNA insertion, and null expression of the wild-type mRNA was evaluated by RT-PCR in both mutant alleles. We then conducted an analysis of the effect of PRP40C in the control of several developmental and physiological processes. Initially, we did not observe severe phenotypic alterations in growth and morphology during the vegetative stage (**Supplementary Figure S1**). Then, we studied flowering time, a key developmental trait that marks the transition from the vegetative to the reproductive stage. We found that the *prp40c* mutants flower later than wild-type plants in both 12-h light/12-h dark and 16-h light/8-h dark long day photoperiods (**Figure 2A, B**). No delay in flowering time was observed in a short-day photoperiod or under continuous light (**Supplementary Figure S2**). Light perception and the circadian clock are two key factors that ensure proper flowering time regulation. To evaluate if any of these could be related to the late flowering phenotype, we analyzed photomorphogenic responses and clock function in the *prp40c* mutants. Seedling photomorphogenesis was assessed measuring the inhibition of hypocotyl elongation under different light treatments. Interestingly, *prp40c* mutants displayed shorter hypocotyls than wild-type plants under continuous red light, indicating hypersensitivity to this wavelength (**Figure 2C**). No differences were detected under continuous blue light (**Figure 2D**). We then assessed the effect of different photoperiods on hypocotyl elongation. No significant differences were detected between wild-type plants and *prp40c* mutants in any photoperiodic condition under white light (**Supplementary Figure S3**). Finally, we monitored circadian rhythms in leaf movements in wild-type plants as well as in *prp40c-1* and *prp40c-2* mutants. The rhythms observed for both mutant alleles were similar to those of wild-type plants, exhibiting a 24.5-h period (**Figure 2E, F**). These data suggest that the circadian function is unaffected, at least under standard growth conditions, in these plants. Collectively, our results indicate that PRP40C has a role in flowering time control, which could be associated, at least in part, with alterations in the red light signaling pathway.

**Figure 2:**
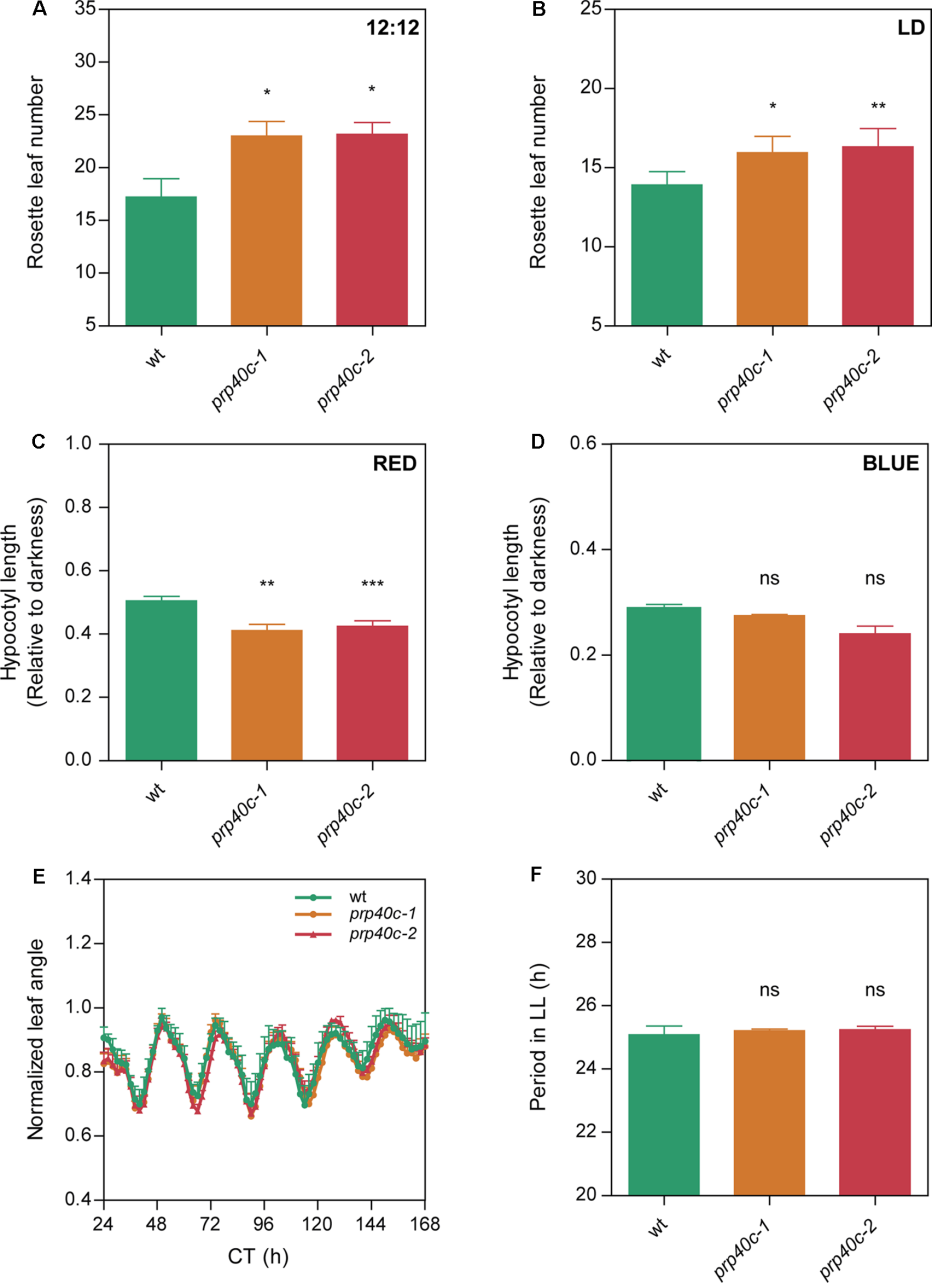
PRP40C plays a role in the photoperiodic control of flowering and photomorphogenesis. Flowering time measured as the number of rosette leaves at bolting in **(A)** 12-h light/12-h dark cycles (LD; 12:12), **(B)** long days (LD; 16:8). Hypocotyls of WT and PRP40C mutants grown under different wavelengths, measurements are expressed relative to the dark control. **(C)** Continuous red light. **(D)** Continuous blue light. **(E)** Circadian rhythms of leaf movement in continuous light (LL), after entrainment under long-day conditions. **(F)** Periods of circadian rhythms in leaf movement were estimated with BRASS 3.0 software. Error bars indicate SEM. Student’s *t*-test was performed between mutants and wild type (*significantly different, *p* ≤ 0.05; **significantly different, *p* ≤ 0.01; ***significantly different, *p* ≤ 0.001; ns, not significant).

### Impact of PRP40C on Genome-Wide Gene Expression and Pre-mRNA Splicing

In order to study the regulatory impact of PRP40C on gene expression, we analyzed the transcriptome of wild-type and *prp40c-1* mutant plants grown under standard nonstressful conditions (continuous white light at 22°C) using RNA-seq. 

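Whole plants of wild type (Col-0) and of *prp40c-1*, a mutant allele with a T-DNA insertion in *PRP40C* (AT3G19840), were compared, with 3 libraries per genotype. The paper gives 12 days of growth and the sample labels give 10 to 14 days. The authors purified poly(A) RNA, prepared TruSeq libraries, mapped the paired reads to TAIR10 with TopHat and counted them per gene and per junction with custom R scripts. The deposited counts include these steps and no normalization. How strand and reads matching several loci were treated is not given in the sources used here, so the counts of overlapping genes and of close paralogs are uncertain. Between 34200225 and 40919516 reads per library were counted on genes, and the 10 most counted genes took 6.90 to 7.52% of them. CPM, the counts scaled to the same library size for every library, were computed with TMM library sizes from edgeR, with factors between 0.987 and 1.01. Libraries of the same genotype differed by more than sampling noise, with a chi-square per degree of freedom of 6.81 to 18.0 between pairs of libraries and a biological coefficient of variation of 9.95%. Genes with a mean of at least 10 counts in at least 1 genotype were tested with the quasi-likelihood test of edgeR, with genotype as the only term. They were called at the paper's thresholds, an FDR below 0.05 and an absolute log2 fold change above 0.58. For each intron, the reads across both exon-intron boundaries were set against the spliced reads in a quasi-likelihood model with 1 effect per library, and the interaction of read type and genotype was tested. A tested intron had a mean of at least 5 spliced reads in each genotype and of at least 5 boundary reads in at least 1 genotype. It was called at the paper's FDR of 0.15 and log2 change of 0.58. The retained share is the boundary reads divided by the sum of the boundary reads and 2 times the spliced reads. Annotated alternative splice sites and skipped exons were tested in the same way on included and excluded junction reads. The counts per bin behind the paper's splicing calls were not analysed here. Errors are SD over n = 3 libraries, and intervals and limits for a count of 0 cover counting error only. Exact permutation tests were two-sided and cannot give a p below 0.1 with 3 libraries against 3. Coordinates are those of TAIR10 in the files.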

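The targeted gene, *PRP40C*, lies on chromosome 3 from 6891086 to 6897356. Its level fell from 25.1 ± 2.75 CPM (SD, n = 3) in wild type to 12.8 ± 1.08 CPM (SD, n = 3) in *prp40c-1*, a log2 fold change of -0.97 (standard error 0.106, adjusted p = 2.1e-05 from edgeR's quasi-likelihood test). The 3 *prp40c-1* libraries had 429 to 513 counts and the wild-type libraries 917 to 1068. With each library left out in turn, the log2 fold change stayed between -1.04 and -0.88, and over all alternatives the adjusted p ran from 7.8e-15 to 2.4e-04. Supplementary Figure S1 draws the insertion in the third intron from the 3′ end, which is intron 10 of the 12 introns in the files (6895989 to 6896394, 406 bp). Reads spliced across this intron numbered 54, 70 and 68 in the wild-type libraries and 6, 6 and 10 in the *prp40c-1* libraries. In CPM this was 1.64 ± 0.221 against 0.206 ± 0.0785 (SD, n = 3), or 12.5% of the wild-type level (exact permutation p = 0.1, the smallest that 3 against 3 allow). The log2 ratio of -2.99 stayed between -3.35 and -2.83 with each library left out. Set against the upstream junctions of the gene, which moved it most, it was -2.48. Summed over the 9 upstream introns, spliced reads were 9.97 ± 1.16 CPM in wild type and 7.10 ± 1.01 in *prp40c-1* (SD, n = 3), or 71.2% of wild type. Over the 2 downstream introns they were 4.35 ± 0.652 and 0.768 ± 0.179 CPM (SD, n = 3), or 17.6% (exact permutation p = 0.1 for each of these sums). Reads across the first boundary of the intron with the insertion were 0 in every wild-type library, where 3 counts would be 0.0740 to 0.0789 CPM, and 5, 7 and 7 in *prp40c-1*. No read crossed its second boundary in any of the 6 libraries. The related genes *PRP40A* (AT1G44910) and *PRP40B* (AT3G19670) had log2 fold changes of 0.22 (adjusted p = 0.0639) and 0.24 (adjusted p = 0.0388, below the fold-change threshold) by the same edgeR test. Over the alternatives the adjusted p ran from 0.0283 to 0.231 for *PRP40A* and from 0.0256 to 0.146 for *PRP40B*. For *PRP40B* it was above 0.05 with each library left out in turn (0.0613 to 0.146 by the same edgeR test).

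**Figure D1:**
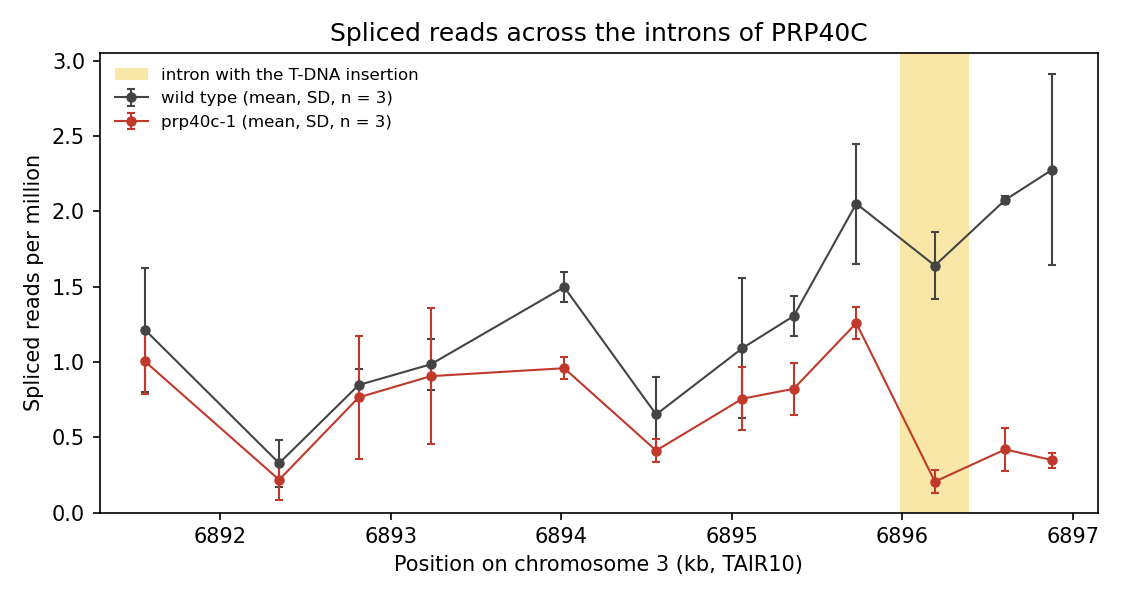
Spliced reads in CPM across each of the 12 introns of *PRP40C* against the position on chromosome 3, as means with SD over 3 libraries per genotype. At intron 10, shaded, the mean is 1.64 in wild type and 0.206 in *prp40c-1*, and it stays low at both introns downstream.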

We found 869 differentially expressed genes (DEG) in *prp40c-1* mutants relative to wild-type plants, 642 overexpressed (73.9%) and 227 underexpressed (26.1%). 

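Of 33602 genes in the count table, 26057 had at least 1 count and 22182 were tested. In *prp40c-1*, 813 genes were differentially expressed by edgeR's quasi-likelihood test, 624 overexpressed and 189 underexpressed. The overexpressed share was 76.8% (exact 95% binomial interval 73.7 to 79.6%, for counting error only, since genes are not independent). The median log2 fold change was 0.93 among the overexpressed genes and -0.85 among the underexpressed genes. In 801 of the 813 genes the 3 *prp40c-1* libraries lay on one side of the 3 wild-type libraries. The same was true of 6441 of the tested genes (29.0%), where chance gives 10%. The alternative that moved the count most was an FDR below 0.05 with no fold-change threshold, which gave 2485 genes, 1564 of them higher in *prp40c-1*. With single libraries left out, between 567 genes (without *prp40c-1* replicate 3) and 919 genes (without *prp40c-1* replicate 1) were called, and 460 of the 813 genes were called in each of these 6 fits. The underexpressed genes in these fits ranged from 107 (without *prp40c-1* replicate 3) to 239 (without *prp40c-1* replicate 1).
Of the called genes with no overlap between genotypes, those with the largest increase were AT3G29633, AT1G33760, AT2G05530, *CCR4* (AT5G47850) and *IRT3* (AT1G60960). AT3G29633 (chromosome 3, 11452942 to 11453037) had no counts in wild type and 5.58 ± 0.851 CPM (SD, n = 3) in *prp40c-1*, at least 209.7-fold higher with a floor of 3 counts over the wild-type group. The level of *IRT3* (chromosome 1, 22445310 to 22447214) rose from 0.402 ± 0.0278 to 5.67 ± 0.888 CPM (SD, n = 3), a log2 fold change of 3.81 (standard error 0.253, edgeR adjusted p = 1.4e-07). AT1G33760 had a log2 fold change of 4.74 (standard error 0.583). AT2G05530 had 29, 13 and 272 counts in the *prp40c-1* libraries. Its log2 fold change of 4.27 (edgeR adjusted p = 0.0102) was 1.83 without *prp40c-1* replicate 3 (adjusted p = 0.169, with a range of 6.7e-05 to 0.169 over the alternatives). *CCR4* had 2 counts in wild type and 33 in *prp40c-1*, a ratio of 17.8 (95% exact counting interval 4.55 to 153). Its edgeR adjusted p of 0.0193 rose to 0.0744 without wild type replicate 1, 0.0592 without wild type replicate 2 and 0.0569 without *prp40c-1* replicate 3 (range 1.0e-04 to 0.0744 over the alternatives), so that it was not called in these 3 fits. Its log2 fold change ran from 3.41 to 4.10 with single libraries left out, apart from wild type replicate 3, without which no wild-type counts remain.
The largest decreases by the same rule were those of AT3G01345, *M17* (AT2G41260), AT1G29090, AT2G28490 and AT1G54860. AT3G01345 (chromosome 3, 129138 to 130749) fell from 414 ± 52.7 CPM to 1.44 ± 2.19 CPM (SD, n = 3), a log2 fold change of -8.24 (standard error 0.478, edgeR adjusted p = 4.7e-08). Its *prp40c-1* counts were 3, 10 and 134, and the log2 fold change was -11.19 without *prp40c-1* replicate 3. *M17* had a log2 fold change of -4.45, and of -6.43 without *prp40c-1* replicate 3. AT1G29090 and AT2G28490 had log2 fold changes of -3.95 and -3.32. AT1G54860 (0, 0 and 4 counts in *prp40c-1*) had a log2 fold change of -3.13 with an edgeR adjusted p of 0.0471. By the same edgeR test it was not called without wild type replicate 1 (adjusted p = 0.0812), wild type replicate 2 (0.157), *prp40c-1* replicate 1 (0.122) or *prp40c-1* replicate 2 (0.166), nor with no filter on low counts (0.0656). Over the alternatives its adjusted p ran from 0.00119 to 0.166. Its log2 fold change was -3.38 to -2.55 with single libraries left out, apart from *prp40c-1* replicate 3, without which no *prp40c-1* counts remain.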

To characterize the role of PRP40C in pre-mRNA splicing, we evaluated both constitutive (CS) as well as alternative splicing (AS) events, which included annotated or novel AS events. We found a total of 680 differentially spliced transcripts (DST) in *prp40c-1* mutants when compared to wild-type plants. These events occurred on 553 transcripts, indicating that only a few transcripts had more than one differentially spliced event. 

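Of 123235 intron entries in the junction table, 91086 have counts for both boundaries and for the spliced junction, and 13735 of these, in 7738 genes, were tested. No intron was called by the quasi-likelihood test of edgeR, whose smallest FDR was 0.319. At an unadjusted p below 0.05 there were 1455 introns (10.6%), 994 with a higher and 461 with a lower ratio of boundary to spliced reads in *prp40c-1*. The excess of higher ratios depended on using equal library sizes for both read types, a choice made after fits were seen. With the column totals of each read type as library sizes, 708 were higher and 681 lower. The DESeq2 Wald test of the same interaction called 118 introns. Of the alternatives set beforehand, the one that moved the count most was a minimum mean of 10 reads in place of 5, under which edgeR's test called 137 introns out of 6329 tested.
Of 1124 annotated alternative splice sites and skipped exons with junction counts, 1095 were tested and 2 were called, both singled out here after their values were seen. The first is an alternative 3′ splice site of *WLIM2b* (AT3G55770), whose excluded junction spans 20704485 to 20704673 on chromosome 3. It had 0 included reads in wild type, where 3 reads would be 0.0988%, and 8, 16 and 17 in *prp40c-1*, a pooled share of 1.27% (edgeR adjusted p = 0.0254). The other is an exon of *RNS2* (AT2G39780), skipped by the junction that spans 16592099 to 16592475 on chromosome 2. It had 16, 111 and 134 included reads in wild type, a pooled share of 66.4%. In *prp40c-1* it had 0, where 3 reads would be 1.08% (edgeR adjusted p = 0.0254). At an unadjusted p below 0.05 there were 81 events, 35 of them with a higher included share in *prp40c-1*. With no minimum of reads 6 events were called, the alternative that moved this count most upward. Without wild type replicate 2 no event was called, with 62 events at an unadjusted p below 0.05, and without wild type replicate 1 or without *prp40c-1* replicate 3 there were 4.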

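The paper's table lists 680 bins on 553 loci, of which 467 loci have 1 bin and 86 have 2 or more, with at most 7 on a locus. Of these bins, 397 are introns, 20 are annotated alternative splice sites or skipped exons, 171 are other exon bins, 91 are external bins and 1 is an exon bin marked as alternatively spliced without a type. Among the listed introns, 281 passed the read minimum here and 35 lack 1 of the junction counts. Of the 237 tested introns that the paper lists with an increase, 236 had a higher ratio of boundary to spliced reads in *prp40c-1* here, with a median log2 change of 1.81. Their median pooled retained share was 1.51% in wild type and 5.47% in *prp40c-1*. Of the 44 tested introns listed with a decrease, 43 were lower here, with a median of -1.66. Before adjustment, 191 of the 281 tested introns (68.0%) had a p below 0.05, against 9.39% of the 13454 tested introns outside the list. None of the 281 was called by edgeR's quasi-likelihood test, while the DESeq2 Wald test called 41 and edgeR with a minimum mean of 10 reads called 59.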

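Among 8010 genes tested for expression and for at least 1 intron or event, 276 were differentially expressed and 2, *WLIM2b* and *RNS2*, were called for splicing. None was in both groups, with 0.0689 expected by chance (two-sided Fisher's exact test, p = 1). Splicing calls with a minimum mean of 10 reads gave 132 genes among 4612, of which 12 were also differentially expressed, all of them overexpressed. Chance would give 5.67 (odds ratio 2.31, Fisher's exact test, p = 0.0134, range 7.8e-06 to 1 over the alternatives). The DESeq2 Wald test, added as a set of splicing calls after the counts were seen, gave 9 shared genes with 4.07 expected, 8 of them overexpressed. Of the 553 loci in the paper's table of bins, 40 were differentially expressed here.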

Interestingly, only 39 transcripts were differentially expressed and differentially spliced at the same time (**Figure 3A**). We next studied the abundance of the different annotated AS events among the differentially spliced transcripts. In wild-type plants, the most abundant AS events were those associated with the use of alternative 3’ splice sites (Alt 3’SS, 36.4%), followed by intron retention (IR, 32%), alternative 5’ splice sites (Alt 5’SS, 20.3%), and exon skipping (ES, 11.2%). 

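In the junction table, 7934 annotated events are of the types intron retention, alternative 5′ or 3′ splice site and exon skipping. In wild type, 6753 of them had a mean of at least 5 reads per library. Of these, 32.9% were alternative 3′ splice sites, 32.4% intron retention, 21.6% alternative 5′ splice sites and 13.1% exon skipping. Counting only the 2340 events for which both the included and the excluded form had reads in wild type changed the order, with 52.1% intron retention, 29.0% alternative 3′ splice sites, 12.7% alternative 5′ splice sites and 6.24% exon skipping. This count can hold only events with junction counts for the excluded form. Only 1124 alternative splice sites and skipped exons have junction counts, so this order does not show which types were more used in wild type. These shares count events, not transcripts, and an event with few reads counts as much as one with many.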

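Of 1927 annotated events tested in both genotypes, 43.2% were intron retention, 15.0% alternative 5′ splice sites, 34.5% alternative 3′ splice sites and 7.32% exon skipping. The called events were 1 alternative 3′ splice site and 1 skipped exon, so the share of intron retention was 0% (Fisher's exact test, two-sided, p = 0.509). With a minimum mean of 10 reads, 8 annotated events were called. Of these, 5 were intron retention, 62.5% against 38.4% of the 1523 events tested at that minimum (Fisher's exact test, p = 0.273), and each of the other types had 1 event (12.5%). At an unadjusted p below 0.05, a set chosen after these counts were seen, there were 126 events. Among these, alternative 5′ splice sites made up 25.4% against 15.0% of tested events (Fisher's exact test, p = 0.00175, unadjusted over 4 types), intron retention 37.3%, alternative 3′ splice sites 27.0% and exon skipping 10.3%.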

Among the annotated AS events affected in *prp40c-1*, we found an increase in the proportion of both IR events (IR, 47.4%) and alternative 5’ splice sites (Alt 5’SS, 31.6%) and a decrease in alternative 3’ splice sites (Alt 3’SS, 18.4%) and exon skipping events (ES, 2.6%), relative to their frequency in wild-type plants (**Figure 3B**). We also evaluated splicing of all introns present in expressed genes. 

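The tested introns comprised 832 annotated as alternatively spliced and 12903 constitutive introns. By edgeR's quasi-likelihood test 0 of either kind were called, with 1455 at an unadjusted p below 0.05. With a minimum mean of 10 reads, 5 annotated and 132 constitutive introns were called, 112 with increased and 25 with decreased retention. The DESeq2 Wald test called 94 introns with increased and 24 with decreased retention, in 115 genes. The 5 increases with the largest difference in share were picked from the DESeq2 calls after these were seen. In *MGT7* (AT5G09690), the intron at 3001653 to 3001715 on chromosome 5 was retained at 15.2 ± 6.99% in wild type and 58.5 ± 10.7% in *prp40c-1* (SD, n = 3), a log2 change of 3.04 (DESeq2 adjusted p = 0.136). In AT5G44600, the intron at 17990691 to 17990781 on chromosome 5 rose from 23.6 ± 4.93% to 62.1 ± 8.27% (SD, n = 3). In *MCCA* (AT1G03090), that at 741208 to 741508 on chromosome 1 rose from 8.95 ± 1.09% to 38.7 ± 8.76%, and in *MPK17* (AT2G01450), that at 201489 to 201604 on chromosome 2 rose from 12.5 ± 1.01% to 36.8 ± 5.37% (SD, n = 3). The remaining one is the *PRP40C* intron with the T-DNA insertion, with a share of 30.7 ± 5.58% in *prp40c-1* (SD, n = 3) and of 0% in wild type, where 3 reads would be 0.781%. All its boundary reads lie at the first boundary (5, 7 and 7 in the *prp40c-1* libraries) and 0 at the second, so this share does not show that the whole intron is retained. The edgeR adjusted p of these 5 introns was 0.319 to 0.340.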

Among the 105,555 introns analyzed, we detected alterations in splicing of 397 introns from which 18 were already annotated as alternatively spliced, and 379 had no previous evidence of being alternatively spliced (i.e., they were considered constitutively spliced introns). Interestingly, the proportion of increased intron retention events detected in the *prp40c-1* mutants among alternatively spliced introns was larger than the proportion observed among constitutively spliced introns (**Figure 3C**). This observation indicates that PRP40C acts as a splicing modulator rather than as an essential splicing factor. 

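With the quasi-likelihood test, 0 of 832 annotated alternatively spliced introns and 0 of 12903 constitutive introns had increased retention, so the shares could not be compared. At a minimum mean of 10 reads, increased retention was called in 4 of 585 annotated introns (0.684%) and in 108 of 5744 constitutive introns (1.88%), an odds ratio of 0.359 (two-sided Fisher's exact test, p = 0.0319). Adjusted for the depth of each intron by logistic regression, the odds ratio was 0.370 and no longer past a p of 0.05. Introns are not independent replicates, and these tests compare introns, not libraries. At an unadjusted p below 0.05, chosen after the counts were seen, the shares were 3.49% of annotated and 7.48% of constitutive introns (Fisher's exact test, p = 3.3e-06). The order depended on which introns form the denominator. Over all introns with a mean of at least 5 spliced reads, 1323 annotated and 89154 constitutive, a denominator also chosen after Figure 3C and these values were seen, the same calls made up 2.19% and 1.08% (Fisher's exact test, p = 7.2e-04). The paper's own calls made up 0.831% and 0.312% over this denominator (odds ratio 2.68, Fisher's exact test, p = 0.00389), and 1.20% and 1.76% over the tested introns (Fisher's exact test, p = 0.272). From the larger share among alternatively spliced introns in Figure 3C, the paper concludes that PRP40C acts as a splicing modulator and not as an essential splicing factor.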

We also evaluated whether there was any change in the splice-site sequences of the intron retention events affected in *prp40c-1* mutants compared to the consensus sequence of all the introns belonging to genes expressed in our RNA-seq experiment. Interestingly, no significant deviation from the consensus sequence was observed for the donor splice site or for the acceptor splice site for the introns whose splicing was affected in *prp40c-1* mutants (**Supplementary Figure S4**). 

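Splice-site sequences were read from the genome for the introns tested at a minimum mean of 10 reads, since no intron was called at 5. Of 13728 tested introns placed on the genome sequence, 98.6% began with GT and ended with AG. The 137 called introns were compared with 6186 others at 28 positions, from -3 to 8 around the donor site and from -15 to 2 around the acceptor site, by Fisher's exact test on the most frequent base. Donor positions are counted from 1 at the first base of the intron and acceptor positions from 1 at the first base of the next exon, with negative positions before these. No position passed an adjusted p of 0.05. The smallest adjusted p, 0.470, was shared by donor positions -3, 4 and 6 and acceptor positions -10, -8 and -5. The smallest unadjusted p of the exact test was 0.0826, at acceptor position -10, with T in 37.2% of called and 44.8% of other introns. At donor position -3, A was found in 41.6% of called and 34.2% of other introns. The mean donor score against the position weights of all tested introns was 7.41 in called introns and 6.98 in all, a higher match to the consensus (permutation test with 100000 permutations, p = 0.0274). The mean acceptor score was 8.06 against 7.96 (permutation test, p = 0.696). For the 118 introns called by DESeq2, added after the counts were seen, no position passed (donor score permutation p = 0.265). For 280 introns of the paper's list, also added later, 2 donor positions passed. At position -2, A was found in 50.0% of listed and 60.7% of other introns (adjusted p = 0.00933), and at position 5, G was found in 57.9% and 47.7% (adjusted p = 0.0120, Fisher's exact test for both).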

In order to get a broader landscape of the changes in the transcriptome induced by PRP40C, both the DEG and the DST were categorized into functional groups based on Gene Ontology (GO). Fourteen functional categories of our interest were examined in detail determining the representation factor for each category (data available in **Supplementary Table S2**). The representation factor (RF) is the number of overlapping genes observed in the selected group divided by the expected number of overlapping genes drawn randomly from two independent groups. 

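GO terms were taken from the notes of the reference annotation, which list terms for 14492 of the tested genes, among them 387 overexpressed genes. Terms were joined into the 14 categories by their names, and 13 categories had at least 10 tested members. By Fisher's exact test with Benjamini-Hochberg adjustment over the 13 categories, 7 were enriched. Immune response had 21 overexpressed genes, a representation factor of 6.39 (Fisher's exact test, adjusted p = 7.0e-11), and response to stress had 70, a factor of 2.43 (adjusted p = 2.8e-11). Response to hormone stimulus had 19 genes (factor 3.15, Fisher's exact test, adjusted p = 3.4e-05) and signal transduction 25 genes (3.17, 1.6e-06). DNA binding transcription factor activity had 38 genes (2.00, 1.6e-04), phosphorylation 35 genes (1.73, 0.00339) and response to light stimulus 10 genes (2.22, 0.0286). By the same exact test, response to salt stress had 7 genes, a factor of 1.10 (adjusted p = 0.811), signal transducer activity 3 genes, a factor of 2.20 (adjusted p = 0.252), and protein kinase activity 22 genes, a factor of 1.31 (adjusted p = 0.294). RNA metabolic process had 15 tested members and 0 overexpressed genes, with 0.401 expected, too few to show an enrichment. Categories built from term names hold other genes than the GO tree gives for the same names, and genes within a category are not independent.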

Among the upregulated genes, we found a significant enrichment (representation factor > 1; *p* < 0.05) for categories corresponding to RNA metabolic process, response to light stimulus, response to hormone stimulus, response to stress, response to salt stress, immune response, signal transduction, phosphorylation, sequence-specific DNA binding transcription factor activity, and signal transducer activity. For downregulated genes, no enrichment was found among the categories studied. 

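Of the underexpressed genes, 88 had GO terms. By Fisher's exact test 0 of the 13 categories passed an adjusted p of 0.05, and 0 had an unadjusted p below 0.05. Response to stress, with 11 genes and a representation factor of 1.68, had the smallest unadjusted p of the exact test (0.0972, adjusted p = 1). With 88 genes, fewer than 5 members were expected in each of the other categories.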

Among the differentially spliced genes, significant enrichment was found for categories such as primary metabolic process, response to stress, response to salt stress, phosphorylation, metal ion transport, ion transmembrane transporter activity, and protein kinase activity (**Figure 3D**). 

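The 2 genes called for splicing are too few for a test, so the genes with introns or events called at a minimum mean of 10 reads were used, 110 of 3473 with GO terms. This choice was made after the number of calls and before the GO values were seen. By Fisher's exact test, 0 of 12 categories with at least 10 members passed an adjusted p of 0.05 and 1 had an unadjusted p below 0.05, DNA binding transcription factor activity, with 0 genes where 4.94 were expected (p = 0.00926, adjusted p = 0.111). The representation factor was 1.40 for response to stress (14 genes) and for response to salt stress (4 genes), 1.21 for phosphorylation (6 genes) and 1.11 for protein kinase activity (5 genes). It was 2.10 for metal ion transport and 2.53 for ion transmembrane transporter activity, with 2 genes each. Among the 94 genes called by DESeq2 with GO terms, a list added after the counts were seen, 2 categories passed, metal ion transport (5 genes, factor 5.35, adjusted p = 0.0138) and ion transmembrane transporter activity (5 genes, factor 7.33, adjusted p = 0.00646). Of the paper's 553 loci, 198 genes were tested here and had GO terms, and among these 0 categories passed and 1 had an unadjusted p below 0.05, response to stress (24 genes, factor 1.47, p = 0.0491, adjusted p = 0.501). Primary metabolic process had too few members for a test.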

None of the categories studied here displayed a statistically significant under-representation (representation factor < 1; *p* < 0.05). These data taken together indicate that, instead of being a global transcription and pre-mRNA splicing regulator, PRP40C regulates transcription and splicing of a defined subset of transcripts particularly related to biotic and abiotic stress responses.

**Figure 3:**
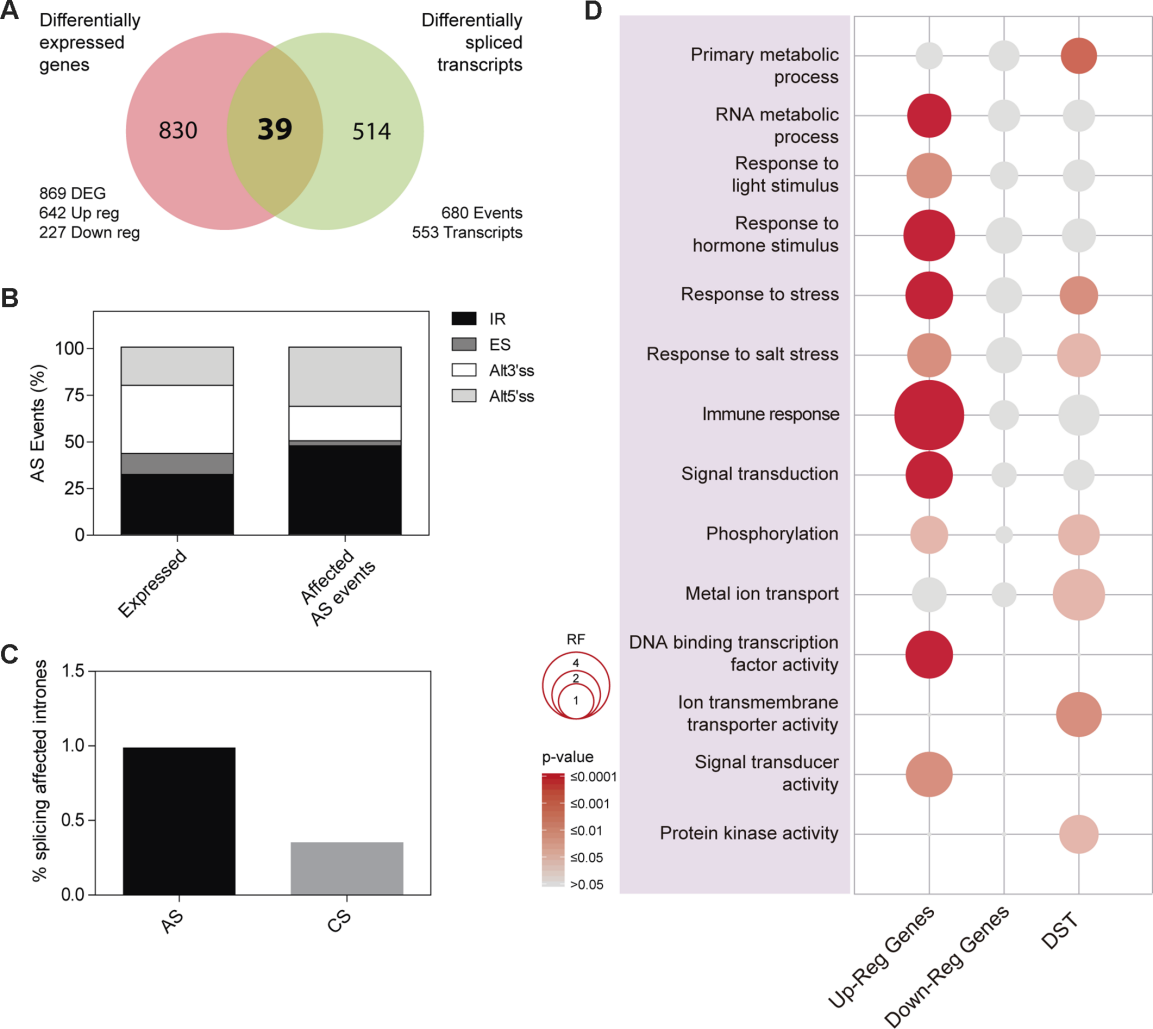
Impact of PRP40C on genome wide gene expression and pre-mRNA splicing. **(A)** Overlap between differentially expressed genes (DEG) and differentially spliced transcripts (DST). DEG are classified into up-regulated (Up-reg) and down-regulated (Down-reg) genes. **(B)** Relative frequencies of different alternative splicing (AS) types for all detected AS events; alt 3′ and alt 5′, alternative acceptor and donor splice sites, respectively; ES, exon skipping; IR, intron retention. **(C)** Percentage of introns showing increased retention in *prp40c-1* mutants in comparison with wild-type plants, introns were qualified as alternative (AS) or constitutive (CS). **(D)** Analysis of Gene Ontology (GO) enrichment comparing differentially expressed genes and differentially spliced transcripts. The color gradient represents adjusted *p* values and the differences in bubble size correlate with the enrichment factor.

### PRP40C Plays a Role in Both Salt and Biotic Stress Tolerance

The global transcriptome analysis revealed a significant enrichment for genes related to salt and biotic stress responses among the differentially expressed and differentially spliced transcripts in *prp40c-1* mutants. We therefore performed physiological analyses of the mutant plants under both stress conditions. We first compared germination rates between wild-type plants and *prp40c* mutants under salt stress. There was no difference in germination rates between wild-type, *prp40c-1*, and *prp40c-2* seeds germinated on filter paper embedded with water, whereas the germination rate significantly decreased in *prp40c* mutants when the seeds were placed on a sodium chloride (NaCl) solution (**Figure 4A**). We next examined the root growth of wild-type plants and *prp40c* mutants under salt (NaCl), mannitol, and cold stress conditions, as well as survival rate under salt stress. No significant differences were found between genotypes in these experiments (**Supplementary Figure S5**). These results suggest that PRP40C is essential for proper germination under salt stress but is probably not involved in NaCl, mannitol, and cold tolerance in the early vegetative stage. In order to assess if *prp40c* mutants display alterations in response to biotic stress, we performed an infection assay with *Pseudomona syringae* pv. *maculicola* ES4326. Leaves from 5-week-old wild-type and *prp40c* plants were pressure infiltrated with the virulent bacterium. Bacterial growth assays at 2 days postinfection (2 dpi) revealed a significant degree of enhanced resistance in both *prp40c-1* and *prp40c-2* mutant alleles when compared to wild-type plants (**Figure 4B**). 

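The RNA-seq junction counts of the events in Figure 5 gave the following shares, with 3 libraries per genotype. The intron of AT1G72060 (chromosome 1, 27118537 to 27118640) was retained at 17.8 ± 8.32% in wild type and 35.3 ± 2.72% in *prp40c-1* (SD, n = 3; exact permutation p = 0.1). The gene itself was overexpressed, with a log2 fold change of 1.74 (edgeR adjusted p = 4.0e-05). The intron of *UPS2* (AT2G03530, chromosome 2, 1072846 to 1072909) rose from 4.59 ± 1.48% to 21.5 ± 6.47% (SD, n = 3; exact permutation p = 0.1), a log2 change of 2.50 (edgeR adjusted p = 0.321). It was called with a minimum mean of 10 reads (adjusted p = 0.0956), by DESeq2 (adjusted p = 0.135) and by the edgeR exact test on boundary reads scaled by the gene total, added after the data were seen (adjusted p = 0.0517), in a range of 0.0517 to 0.804 over the alternatives. The intron of *RLM3* (AT4G16990, chromosome 4, 9564597 to 9564676) rose from 66.5 ± 6.82% to 78.7 ± 4.72% (SD, n = 3; exact permutation p = 0.1), and was called only by the added exact test (adjusted p = 0.0389, range 0.0389 to 0.804). That of *NUDT7* (AT4G12720, chromosome 4, 7487450 to 7487540) rose from 58.4 ± 2.60% to 68.4 ± 5.75% (SD, n = 3; exact permutation p = 0.1). Its log2 change was 0.63, but -1.10 when the boundary reads were scaled by the gene total, while the gene was overexpressed with a log2 fold change of 1.08. The boxed introns of *NUDT7* could not be matched to a listed bin by coordinates, and the values are those of the bin in the paper's table.
In AT5G14260, the share of the alternative 3′ splice site (excluded junction on chromosome 5, 4603878 to 4604247) rose from 7.02 ± 0.197% to 12.4 ± 1.95% (SD, n = 3; exact permutation p = 0.1). The intron at 4604128 to 4604247 lies within these coordinates. Its spliced reads are the same counts as the included reads of the site, so that the shares are not independent. This intron was retained at 17.8 ± 1.79% and 21.8 ± 3.61%, within the spread of the libraries (SD, n = 3, exact permutation p = 0.3). It was called only by the added exact test (adjusted p = 0.0868, range 0.0868 to 0.949). The alternative 5′ splice site of *TET10* (AT1G63260, excluded junction on chromosome 1, 23467041 to 23467248) rose from 54.6 ± 6.64% to 72.5 ± 10.1% (SD, n = 3), with overlapping libraries (exact permutation p = 0.2). None of these 7 introns and splice sites was called by edgeR's quasi-likelihood test, where their adjusted p lay between 0.321 and 0.838.

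**Figure D2:**
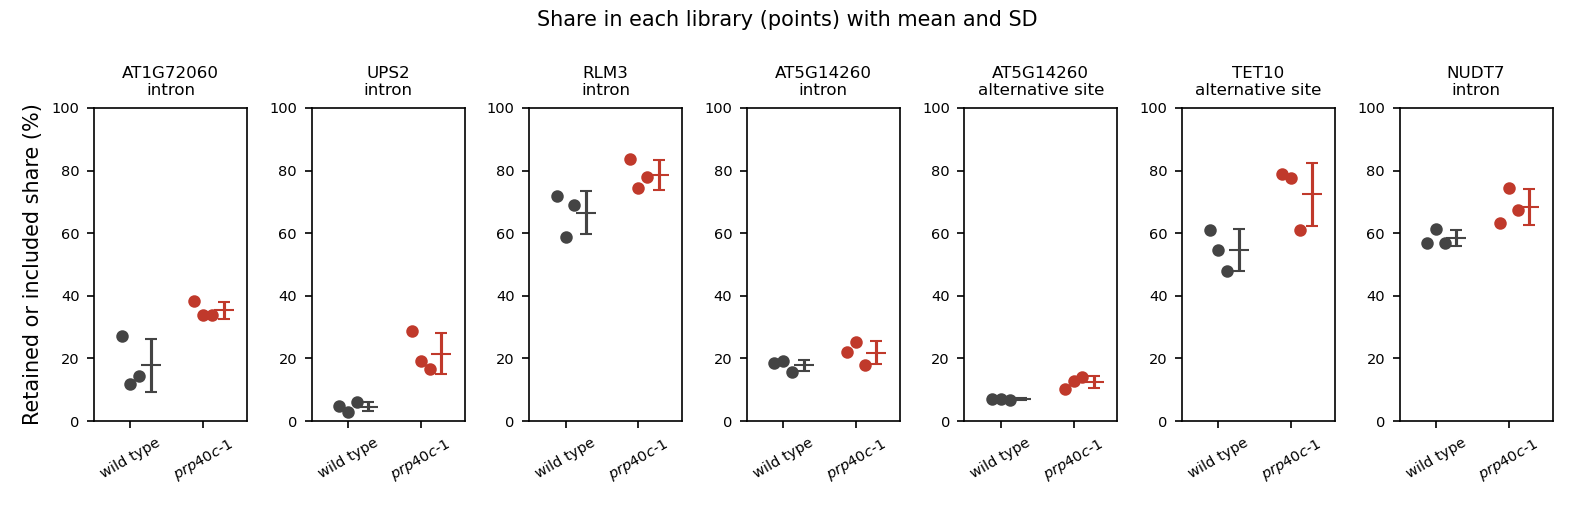
Retained or included share in percent of the 7 introns and alternative splice sites, for each library (points) with mean and SD per genotype, n = 3. The means in *prp40c-1* lie above those in wild type in all 7. The points of the genotypes overlap in the AT5G14260 intron, with means of 21.8 and 17.8%, and in *TET10*, with means of 72.5 and 54.6%.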

Finally, we confirmed by RT-PCR some of the alterations in splicing detected in transcripts related to abiotic and biotic stress in the RNA-seq experiment (**Figure 5**).

**Figure 4:**
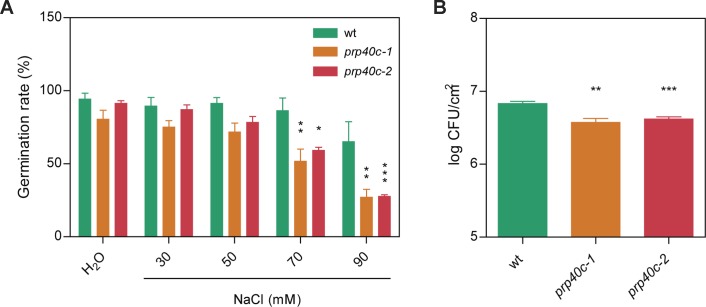
*prp40c* mutants show altered responses to both salt and biotic stress. **(A)** Seed germination rates in pure water and different NaCl concentrations were quantified. **(B)** Five- to six-week-old plants grown in short-day conditions (SD; 8-h light/16-h darkness) were infected by infiltration with *Pseudomona syringae* pv. *maculicolia* ES4326. Bacterial growth was assessed at 2 dpi. CFU, colony-forming units. Data represent the average of log-transformed bacterial growth. Error bars indicate SEM. An ANOVA followed by a Bonferroni comparison test was performed between mutants and wild type for the salt stress experiment; a Student’s *t*-test was performed between mutants and wild type for the infection assays (*significantly different, *p* ≤ 0.05; **significantly different, *p* ≤ 0.01; ***significantly different, *p* ≤ 0.001; ns, not significant).

**Figure 5:**
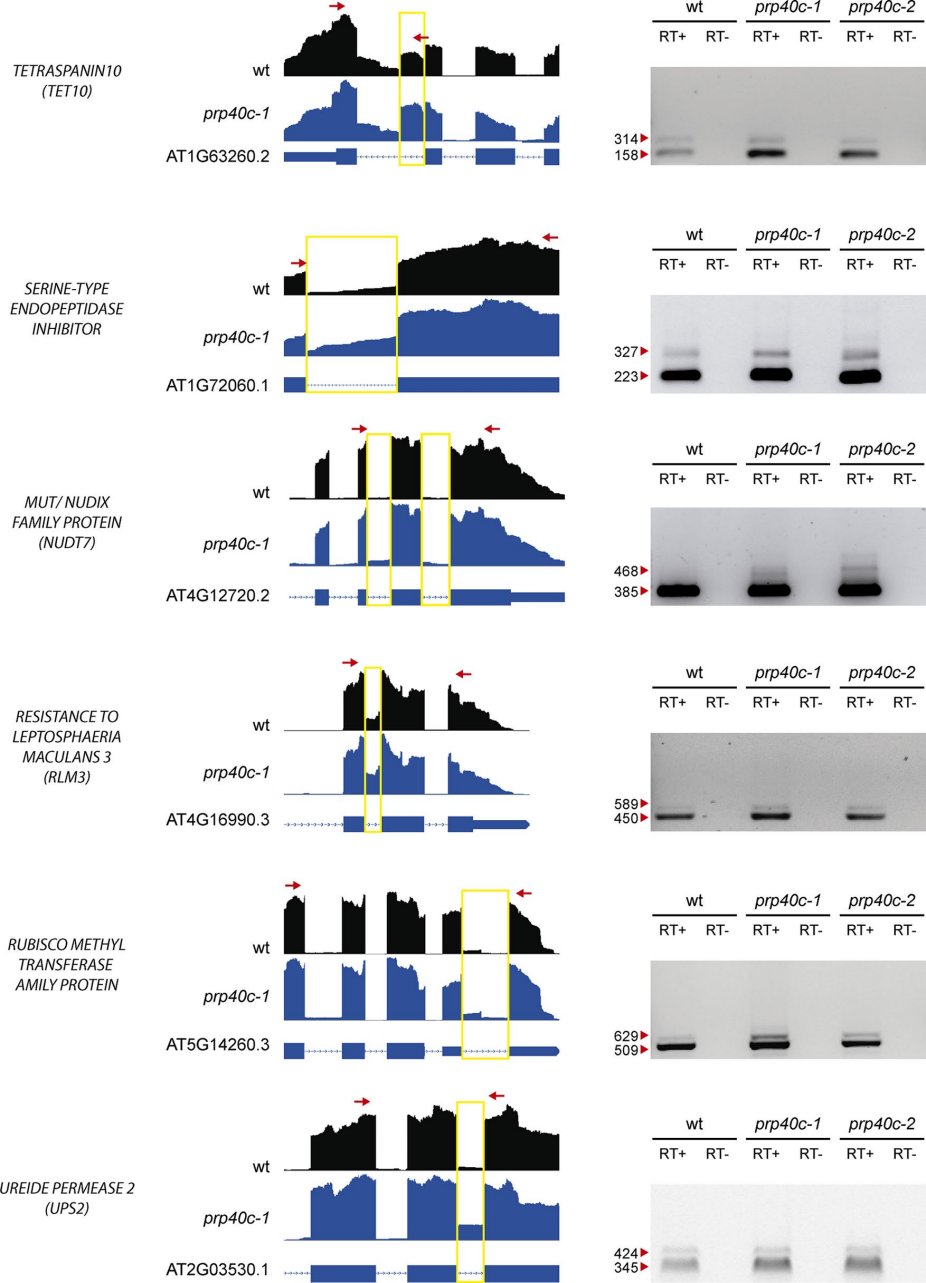
Analysis of alternative splicing events. RT-PCR validation of six events identified as alternatively spliced through RNA-seq. The read density map for each event evaluated is displayed (WT: black, *prp40c-1*: blue). A scheme describing each gene is displayed below the read density maps, with exons and introns displayed as boxes and lines, respectively. A yellow square encloses the measured event, while red arrows display the position of the oligos used for the RT-PCR measurement. An image of the agarose gel with the RT- PCR amplicons is displayed next to the read density maps. Red arrowheads indicate amplicon sizes. +, retrotranscriptase added; −, retrotranscriptase not added.

## Discussion

Proper control of gene expression and pre-mRNAs processing is crucial for eukaryotic organisms, and, indeed, many pre-mRNA processing events occur cotranscriptionally. PRP40 proteins appear to couple transcript elongation to the control of pre-mRNA splicing, but the global extent of their contribution to the regulation of gene expression networks, as well as their physiological roles, have only recently started to be characterized in higher eukaryotes (Munoz-Cobo et al., 2017). The founding member of this family (ScPRP40) was identified in yeast (Kao and Siliciano, 1996) and shown to be an essential splicing factor. Interestingly, PRP40 constitutes a small gene family in most eukaryotes, suggesting that duplication of the ancestral PRP40 gene followed by sequence divergence might have contributed to the evolution of novel molecular and/or physiological roles for some members of this protein family (Becerra et al., 2016). A comparison between PRP40s from *Saccharomyces cerevisiae*, *Homo sapiens*, and *A. thaliana* showed that A-type PRP40s are probably an ancestral feature of eukaryotic cells. Interestingly, AtPRP40C clusters with human TCERG1/CA150, but this clustering most likely reflects the divergent sequences in this group compared to other family members, rather than a common evolutionary origin. Still, C-type PRP40s proved to be conserved across all plant species, including streptophyte algae. This prompted us to explore a possible role for AtPRP40C as a modulator of gene expression programs, which could act linking transcription and splicing to optimize plant growth and development.

Loss-of-function *prp40c* mutants were viable and showed no severe phenotypical alterations compared to wild-type plants, suggesting that indeed PRP40C is a modulator of gene expression networks rather than an essential splicing factor. Whether other *PRP40* genes are essential in *Arabidopsis* remains to be determined. It is possible that different members of this gene family play both redundant as well as specific functions in the control of gene expression and that the essentiality of the *PRP40* gene family could only be observed in a triple mutant lacking all *PRP40* homologues.

In support of a modulatory function for PRP40C, *prp40c* mutants displayed a late flowering phenotype only under long-day photoperiods, revealing that the mutant does not have a global developmental alteration, but rather a defect in the environmental control of specific developmental traits. Furthermore, the finding that *prp40c *mutants only flower late under long-day conditions reveals that the photoperiodic flowering pathway may be specifically affected by this mutation; this well-known signaling pathway is controlled by light perception and the circadian clock through their effects on gene expression. *prp40c* mutants in fact exhibit hypersensitivity to red light but not alterations in circadian clock function, suggesting that a defect in light signaling rather than in time measurement could be associated with its altered flowering time phenotype.

To analyze the molecular cause of the late flowering phenotype, we looked for genes related to the control of the photoperiodic flowering pathway among the DEG in the mutant. 

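Of the genes in the photoperiodic pathway, *LHY* (AT1G01060, chromosome 1, 33379 to 37871) had 61.1 ± 9.67 CPM in wild type and 93.8 ± 7.79 CPM in *prp40c-1* (SD, n = 3), a log2 fold change of 0.62 (standard error 0.0974, edgeR adjusted p = 5.9e-04). Its log2 fold change was 0.52 without wild type replicate 3 (edgeR adjusted p = 0.00108) and 0.55 without *prp40c-1* replicate 3 (adjusted p = 0.00564, range 1.9e-07 to 0.00564 over the alternatives), below the threshold of 0.58 in both fits. *CCA1* (AT2G46830, chromosome 2, 19245672 to 19248914) rose from 38.0 ± 7.45 to 69.4 ± 3.65 CPM (SD, n = 3), a log2 fold change of 0.87 (standard error 0.109, edgeR adjusted p = 7.1e-05). *TEM1* (AT1G25560, chromosome 1, 8981677 to 8983041) rose from 54.6 ± 13.6 to 116 ± 9.47 CPM (SD, n = 3), a log2 fold change of 1.09 (standard error 0.125, edgeR adjusted p = 3.0e-05). *TEM2* (AT1G68840, chromosome 1, 25880323 to 25882222) rose from 87.5 ± 21.7 to 206 ± 17.8 CPM (SD, n = 3), a log2 fold change of 1.23 (standard error 0.126, edgeR adjusted p = 1.1e-05). In each of these 4 genes every *prp40c-1* library lay above every wild-type library. With each library left out, the log2 fold changes ran from 0.73 to 1.00 for *CCA1*, from 0.96 to 1.31 for *TEM1* and from 1.09 to 1.45 for *TEM2*. The housekeeping genes *IPP2* (AT3G02780) and *ACT2* (AT3G18780) had log2 fold changes of -0.08 (edgeR adjusted p = 0.499) and -0.14 (edgeR adjusted p = 0.198). How reads shared by the pairs of related genes were counted is not given in the sources used here.

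**Figure D3:**
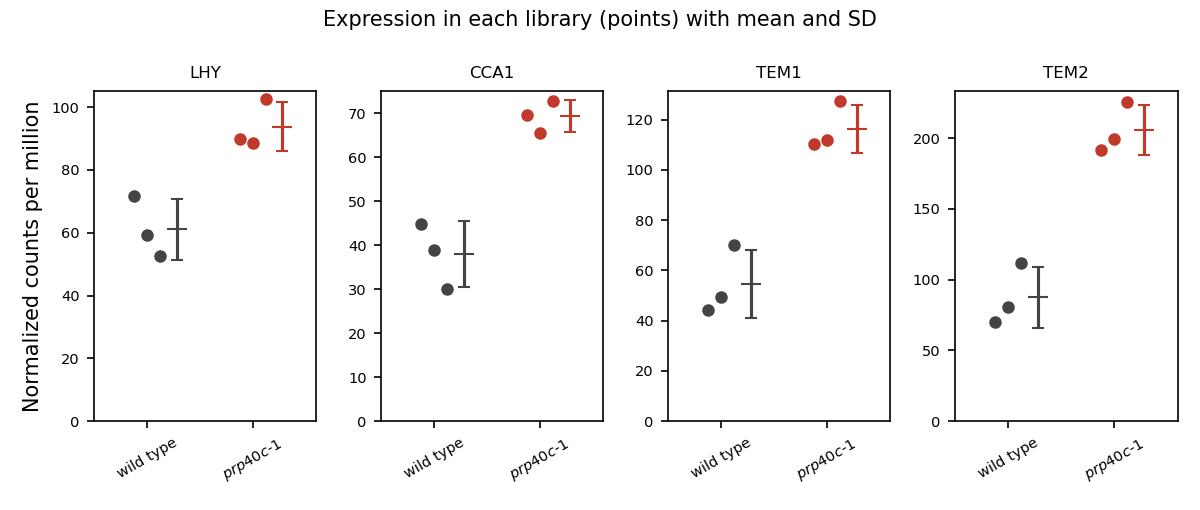
Normalized counts (CPM) of *LHY*, *CCA1*, *TEM1* and *TEM2* in each library (points) with mean and SD, n = 3 per genotype. The *prp40c-1* libraries lie above all wild-type libraries, with means of 93.8, 69.4, 116 and 206 against 61.1, 38.0, 54.6 and 87.5.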

We found four candidates: AT1G01060 (*LHY*), AT2G46830 (*CCA1*), AT1G25560 (*TEM1*), and AT1G68840 (*TEM2*). Given that the circadian function was not affected in the mutant, the flowering phenotype was most likely due, at least in part, to the overexpression of *TEM1* and *TEM2*, rather than to changes in *LHY* and *CCA1* clock genes (**Supplementary Figure S6**). In fact, the transcription factors TEM1 and TEM2 are floral repressors of the photoperiodic and the gibberellin flowering induction pathways (Osnato et al., 2012; Matias-Hernandez et al., 2014).

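The overexpressed share among differentially expressed genes depended on the set of genes counted. Without the chloroplast and mitochondrial genes among the calls it was 79.5% (exact 95% binomial interval 76.5 to 82.3%), and without any fold-change threshold it was 62.9%. With single libraries left out it ran from 74.0% (without *prp40c-1* replicate 1) to 81.1% (without *prp40c-1* replicate 3). It was 70.4% with the exact test of edgeR and 83.4% at an FDR below 0.01. Within 2 Mb of *PRP40C*, the region linked to the T-DNA, 37 of 868 tested genes (4.26%) were differentially expressed. Among the other tested nuclear genes 747 of 21152 (3.53%) were (odds ratio 1.22, two-sided Fisher's exact test, p = 0.261). Within 5 Mb the count was 64 of 2068 (odds ratio 0.853, Fisher's exact test, p = 0.261). Differentially expressed genes were often neighbors. There were 75 adjacent pairs, against a mean of 28.0 in 10000 permutations of the calls over tested genes in their genome order (permutation p = 1e-04, the smallest they can give). The longest run, AT1G72900 to AT1G72940 on chromosome 1, held 5 genes, all overexpressed. In the files 11 of the called genes overlap another locus, and the counts of such genes are uncertain. Some adjacent pairs had equal log2 fold changes, such as AT1G23050 and AT1G23052 (0.64) and AT4G38825 and AT4G38820 (1.10). Reads counted at both loci would give this, while in the longest run the values ran from 0.71 to 1.67. The permutations take loci as independent, so the excess of pairs does not show that separate neighbors change together.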

Almost three quarters of the differentially expressed genes in *prp40c-1* mutants were upregulated when compared to the wild type, suggesting that PRP40C may be acting as a negative transcriptional regulator. It has been proposed that HsTCERG1/CA150 is a promoter-specific negative regulator of RNA Pol II transcription elongation, and it is possible that plant PRP40C proteins have a similar repressive role (see **Supplementary Table S2**) (Sune et al., 1997; Sune and Garcia-Blanco, 1999).

Regarding alterations in pre-mRNA splicing in *prp40c-1* mutants, we detected 680 events as differentially spliced between mutant and wild-type plants. Although this is a significant number of differentially spliced events, it is relatively small compared with the numbers of altered events that we have previously observed in other *Arabidopsis* mutants affected in core spliceosomal components, such as *lsm5* (6,049 events) and *lsm4* (6,377 events), or in mutants affected in spliceosome assembly, such as *gemin2* (6680 events) (Perez-Santangelo et al., 2014; Schlaen et al., 2015). Among the different types of annotated AS events, IR was clearly overrepresented in the group of events that were differentially spliced between *prp40-c* mutants and wild-type plants. In addition, *prp40c* had a stronger impact on the splicing of alternative compared to constitutive introns. These results, taken together, suggest that AtPRP40C is a splicing modulator, which affects a specific subset of splicing events, rather than an essential splicing factor.

In contrast to what was reported for HsPRPF40B, we found no significant deviations in the sequences of the global consensus donor and acceptor splice sites compared to the sequences of donor or acceptors sites present in the differentially spliced events (i.e., the affected events were not associated with weak splice site signals). This observation suggests that AtPRP40C may contribute to the regulation of pre-mRNA splicing events through a mechanism that is at least partially different from its previously proposed role in the stabilization of weak RNA–RNA interactions (Becerra et al., 2015).

When DEG and the DST were categorized into functional groups several interesting results came to light. Among the DEG, upregulated genes were enriched in several GO categories (**Supplementary Table S2**). Some of the overrepresented categories may help to explain, at least in part, some of the phenotypes observed in the mutants, such as red light hypersensitivity (Response to light stimulus) and the splicing alterations (RNA metabolic process). This suggests that some of the splicing alterations observed in the *prp40c* mutants could take place through the differential expression of other splicing regulators rather than through a direct action of PRP40C on pre-mRNA processing.

Other GO terms significantly overrepresented were immune response (RF = 4.45), response to hormone stimulus (RF = 2.4), and response to stress (RF = 1.9). Particularly, we noticed that among the 34 upregulated genes related to the immune response ontology, 21 (60%) were also related to signal transduction (RF = 1.9). Among the DST signal-transduction related genes that were affected, categories such as phosphorylation (RF = 1.45) and protein kinase activity (RF = 1.38) were significantly enriched. Abiotic stress-related GO categories such as salt stress (RF = 1.73), metal ion transport (RF = 2.46), and ion transmembrane transporter activity (RF = 1.80) were also significantly enriched among DST. The ion-transport related categories were enriched among the DST but not among DEG, suggesting a level of specificity for AtPRP40C in splicing regulation.

Both biotic and abiotic stresses were differentially affected in *prp40c* mutants when compared to wild-type plants. Interestingly, seed germination was affected in the mutants under salt stress, but growth was not affected by this stress at the vegetative stage. In addition, cold stress during the early vegetative stage did not affect *prp40c* root growth. According to the data available in the Bio-Analytic Resource for Plant Biology of the University of Toronto (Toronto BAR—http://www.bar.utoronto.ca/), AtPRP40C expression is highest at the dry seed stage (**Supplementary Table S3**), which may explain why PRP40C plays a role in salt tolerance during germination. Nonetheless, a more thorough evaluation of stress tolerance phenotypes throughout a variety of life stages is needed to unveil in more detail the regulatory role of PRP40C in abiotic stress responses. On the other hand, *prp40c* mutants proved to be more resistant to *P. syringae* infection. We found that 15 out of the 34 DEG (44%) grouped in the immune response GO were TIR-NBS-LRR (Toll interleukin1 receptor–nucleotide binding site–leu-rich repeat) class of R (resistance) proteins, and some of these TIR-NBS-LRR proteins are known to enhance disease resistance when overexpressed (Parker et al., 1996; Tang et al., 1999; Stokes et al., 2002). These data suggest that AtPRP40C may regulate this specific group of genes negatively in order to orchestrate an appropriate defense response. 

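The reference annotation describes 121 genes as TIR-NBS-LRR class, of which 118 are in the count table and 98 were tested. In *prp40c-1*, 12 of these were overexpressed and 2 underexpressed, AT4G16880 (log2 fold change -0.66) and AT5G45210 (-0.71). The overexpressed share was 12.2%, against 2.77% of the other tested genes (odds ratio 4.90, two-sided Fisher's exact test, p = 2.0e-05). Of the 98 genes, 71 had a log2 fold change above 0, with a median of 0.14 and a range of -1.21 to 2.10. As a set they ranked higher in *prp40c-1* by limma's camera with a preset correlation between genes (p = 2.1e-06) and by fry (p = 5.6e-04). With the correlation estimated from the data (0.0254), the camera p was 0.0231. This last p was above 0.05 without wild type replicate 2 (0.0660), without wild type replicate 3 (0.0727) and without *prp40c-1* replicate 1 (0.0609), in a range of 0.00770 to 0.0792 over the alternatives. The largest increases were those of AT1G66090 (chromosome 1, 24602146 to 24604763), with a log2 fold change of 2.10 (standard error 0.166, edgeR adjusted p = 6.8e-07), AT1G56540 (1.87), AT2G20142 (1.86), AT5G41740 (1.63) and AT1G63860 (1.39). The other 7 overexpressed members had log2 fold changes of 0.64 to 1.08. Of the paper's 34 immune response genes, 33 were overexpressed here, with log2 fold changes of 0.59 to 2.10 over the list, and 11 are in this set. Members of this family are alike in sequence, how reads shared between them were counted is not given in the sources used here, and they are not independent of one another.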

Interestingly, according to the GENEVESTIGATOR database, the expression of the *PRP40C* gene appears to be modulated by both abiotic (salt and cold) as well as biotic (*P. syringae*) stresses, suggesting that PRP40C acts as a node within the stress response gene regulatory network in *Arabidopsis* (**Supplementary Figure S7**) (Hruz et al., 2008).

In summary, our work constitutes the first physiological and molecular characterization of a member of the PRP40 protein family in plants and the most thorough characterization of the global effects of PRP40 on gene expression and pre-mRNA splicing in eukaryotic organisms. We provide evidence that PRP40C is an important factor linking the regulation of gene expression programs to the modulation of plant growth, development, and biotic and abiotic stress responses. We propose that *PRP40C* evolved from an ancestral *PRP40* gene that had an essential role in the control of pre-mRNA splicing, into a global modulator of gene expression and splicing that targets specific genes and processes to improve physiological adjustments to environmental challenges. Although it is tempting to speculate that PRP40C modulates gene expression by coupling the regulation of transcription rates to the control of pre-mRNA splicing, its precise mechanism of action remains to be determined.

## Data Availability

The datasets generated for this study can be found in the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE129932).

## Author Contributions

Most of the investigation and experiments were performed by CEH and MGH. Pathogen infection assay was performed by MJdL and PCR alternative splicing and qPCR differential expression assessment was performed by DC. RNA-Seq data analysis was performed by JI and sequence retrieval and phylogenetic analysisv was performed by SMG. Writing, review, and editing were done by CEH, SMG, and MJY. All authors read and approved the final manuscript.

## Funding

This research was funded by grants from Agencia Nacional de Promoción Científica y Tecnológica to MJY.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: A Role for Pre-mRNA-PROCESSING PROTEIN 40C in the Control of Growth, Development, and Stress Tolerance in Arabidopsis thaliana
**Source:** Front Plant Sci. 2019 Aug 13;10:1019. doi: 10.3389/fpls.2019.01019
**Supplement:** Supplementary file 1

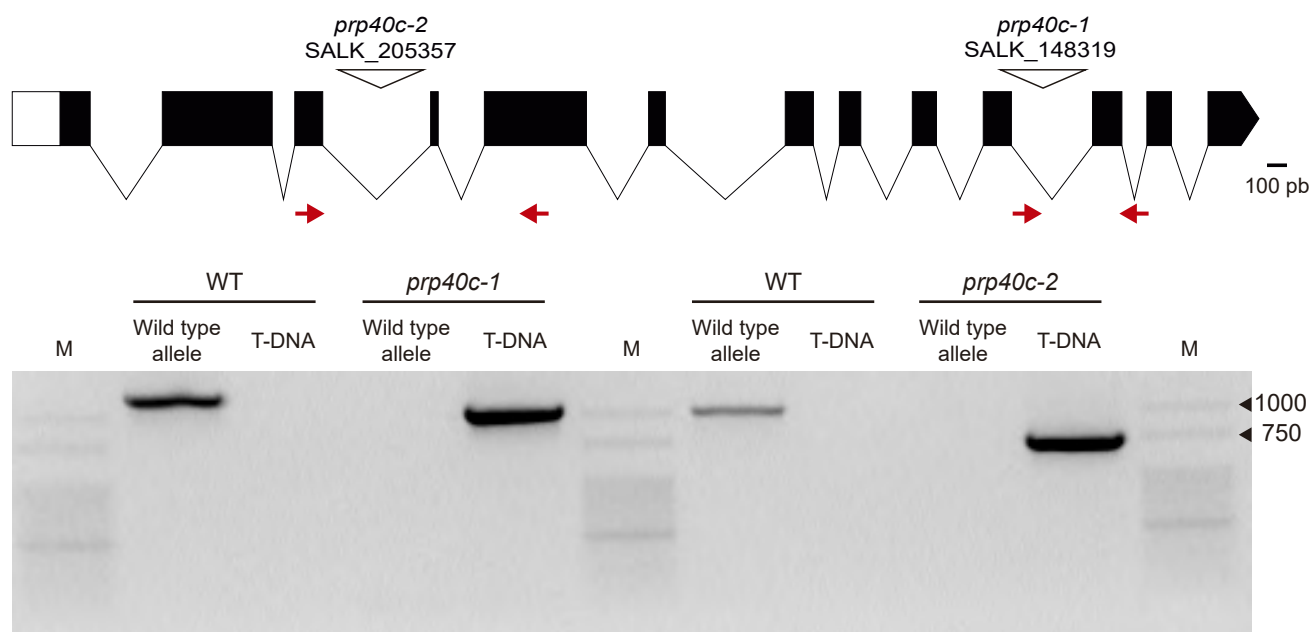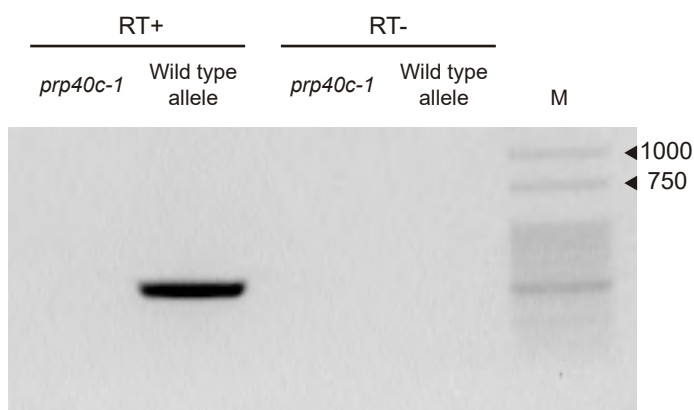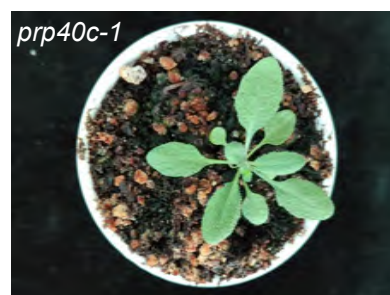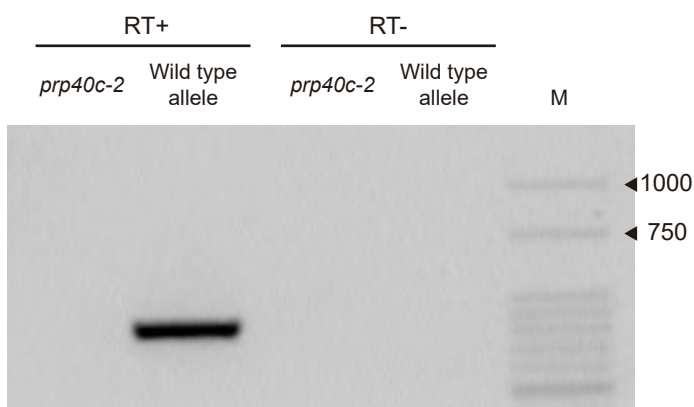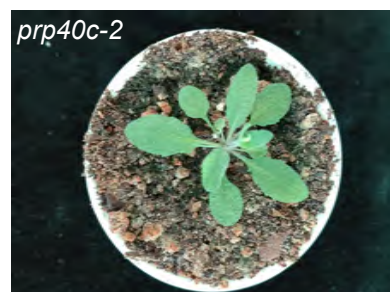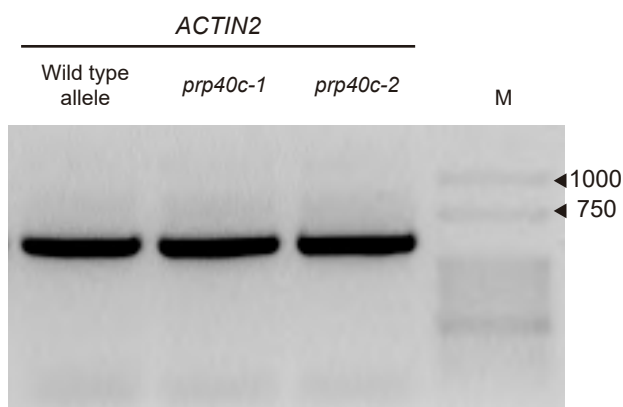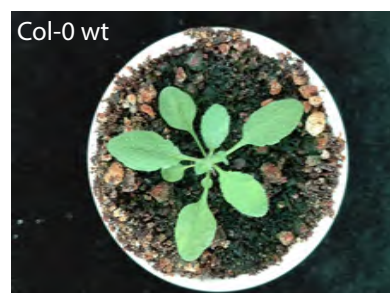

**Supplementary Figure S1.** *PRP40C* expression in different mutant backgrounds. Scheme of *PRP40C* showing the sites of T-DNAs insertions in the different mutant alleles. Exons and introns displayed as boxes and lines respectively, red arrows display the position of the oligo used for the genotyping. All mutant alleles have strongly reduced expression of the full-length mRNA, evaluated using primers flanking the T-DNA insertion. Plants were grown in MS in continuous light conditions for 12 days. Samples harvested were processed until cDNA synthesis. Transcript presence was determined by PCR. RT+: retrotranscriptase added, RT-: retrotranscriptase not added, M: molecular weight marker. Black arrows indicate amplicon sizes. Young rosettes of each genotype in the vegetative stage are displayed.

# Supplementary material for: A Role for Pre-mRNA-PROCESSING PROTEIN 40C in the Control of Growth, Development, and Stress Tolerance in Arabidopsis thaliana
**Source:** Front Plant Sci. 2019 Aug 13;10:1019. doi: 10.3389/fpls.2019.01019
**Supplement:** Supplementary file 2

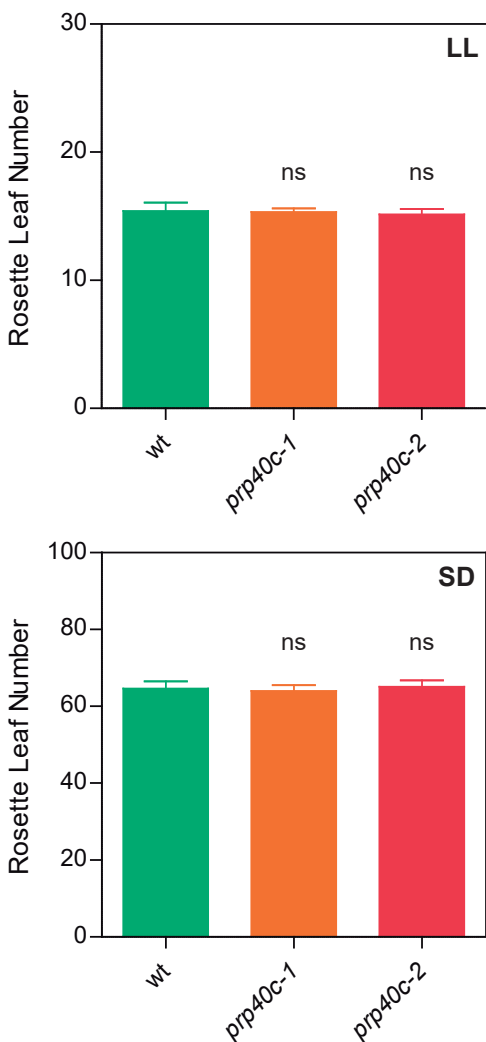

**Supplementary Figure S2.** Characterization of PRP40C in the control of flowering. Flowering time measured as the number of rosette leaves at bolting in continuous white light (LL) and short days (SD; 8 h light/16 h darkness). Error bars indicate SEM. Student's t-Test was performed between mutants and wild-type (ns: not significant).

# Supplementary material for: A Role for Pre-mRNA-PROCESSING PROTEIN 40C in the Control of Growth, Development, and Stress Tolerance in Arabidopsis thaliana
**Source:** Front Plant Sci. 2019 Aug 13;10:1019. doi: 10.3389/fpls.2019.01019
**Supplement:** Supplementary file 3

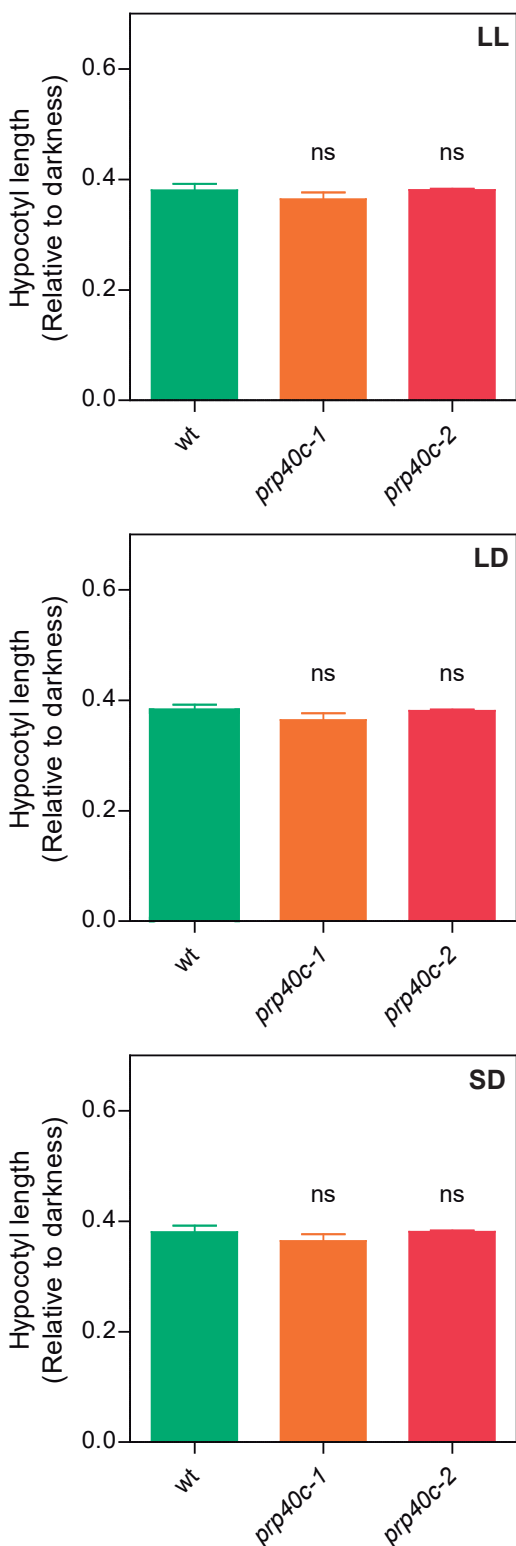

**Supplementary Figure S3.** Role of PRP40C in the control of photomorphogenesis. Hypocotyls of WT and *prp40c* mutants grown under different photoperiods; measurements are expressed relative to the dark control. Continuous white light (LL); Long-day photoperiod in white light (LD; 16 h light/8 h darkness); Short-day photoperiod in white light (SD; 8 h light/16 h darkness). Error bars indicate SEM. Student's t-Test was performed between mutants and wild-type (ns: not significant).

# Supplementary material for: A Role for Pre-mRNA-PROCESSING PROTEIN 40C in the Control of Growth, Development, and Stress Tolerance in Arabidopsis thaliana
**Source:** Front Plant Sci. 2019 Aug 13;10:1019. doi: 10.3389/fpls.2019.01019
**Supplement:** Supplementary file 4

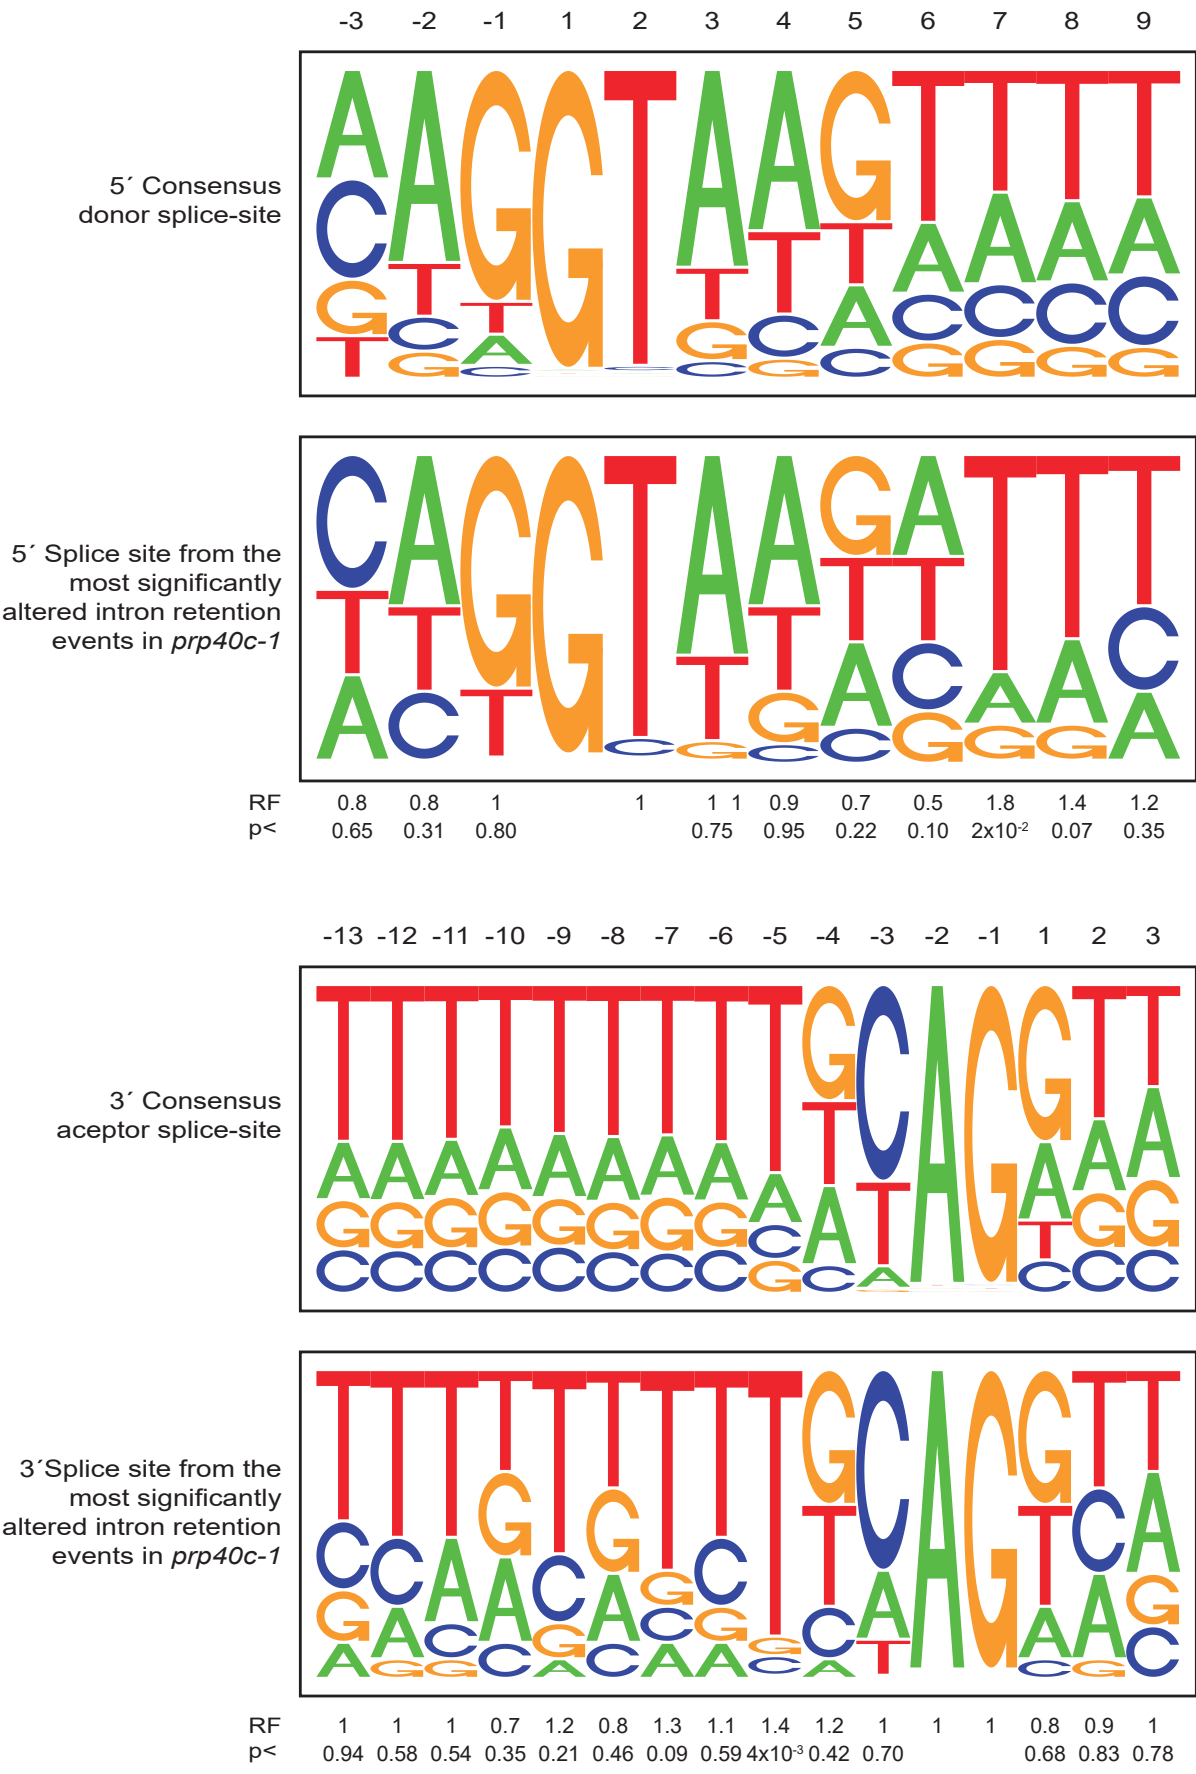

**Supplementary Figure S4.** Bioinformatic analysis of 5' and 3' donor splice-site sequences. Pictograms showing the frequency distribution of nucleotides at the 5' splice site of 5' donor splicing site of 30,142 Arabidopsis introns sequenced in our experiment. 5' donor splicing site of the most significantly intron retention events whose splicing were altered in *prp40c-1*. 3' donor splicing site of 30,142 Arabidopsis introns sequenced in our experiment. 3' donor splicing site of the most significantly intron retention events whose splicing were altered in *prp40c-1*. The representation factor (RF) is the frequency in the data set of interest divided by the total frequency. For each RF a p-value was calculated using the hypergeometric test.

# Supplementary material for: A Role for Pre-mRNA-PROCESSING PROTEIN 40C in the Control of Growth, Development, and Stress Tolerance in Arabidopsis thaliana
**Source:** Front Plant Sci. 2019 Aug 13;10:1019. doi: 10.3389/fpls.2019.01019
**Supplement:** Supplementary file 5

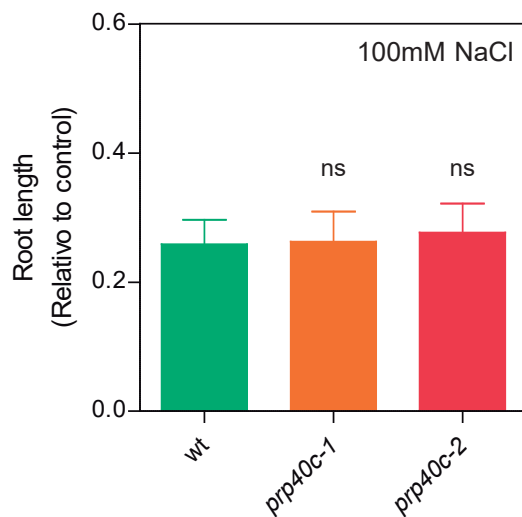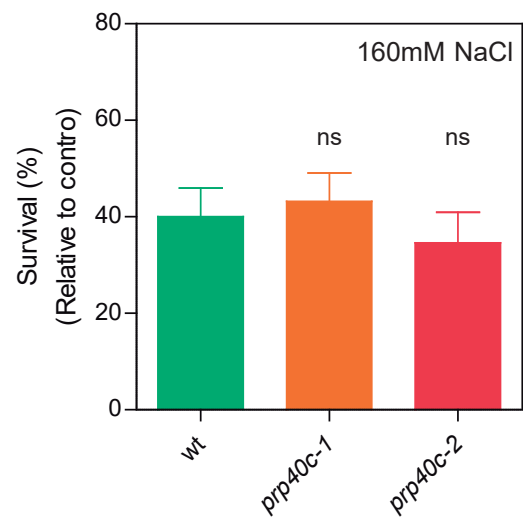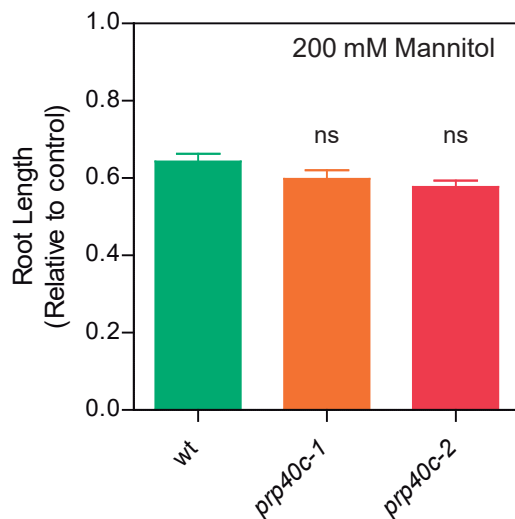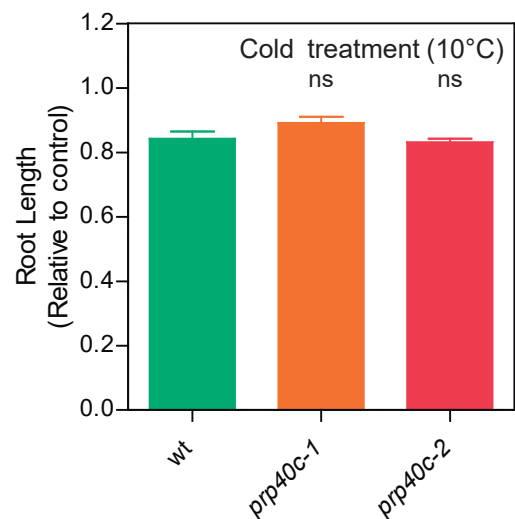

**Supplementary Figure S5.** *prp40c* mutants do not display susceptibility to salt stress at the vegetative growth stage. Salt tolerance was assessed through the analysis of survival rate of 14 days-old plants growth in regular MS medium or in MS containing 160mM NaCl. Comparison of root growth on MS medium with 100 mM NaCl, 200 mM Mannitol and cold treatment (10°C). Root growth was measured relative to control plants. Error bars indicate SEM. Student's t-Test was performed between mutants and wild-type (ns: not significant).

# Supplementary material for: A Role for Pre-mRNA-PROCESSING PROTEIN 40C in the Control of Growth, Development, and Stress Tolerance in Arabidopsis thaliana
**Source:** Front Plant Sci. 2019 Aug 13;10:1019. doi: 10.3389/fpls.2019.01019
**Supplement:** Supplementary file 6

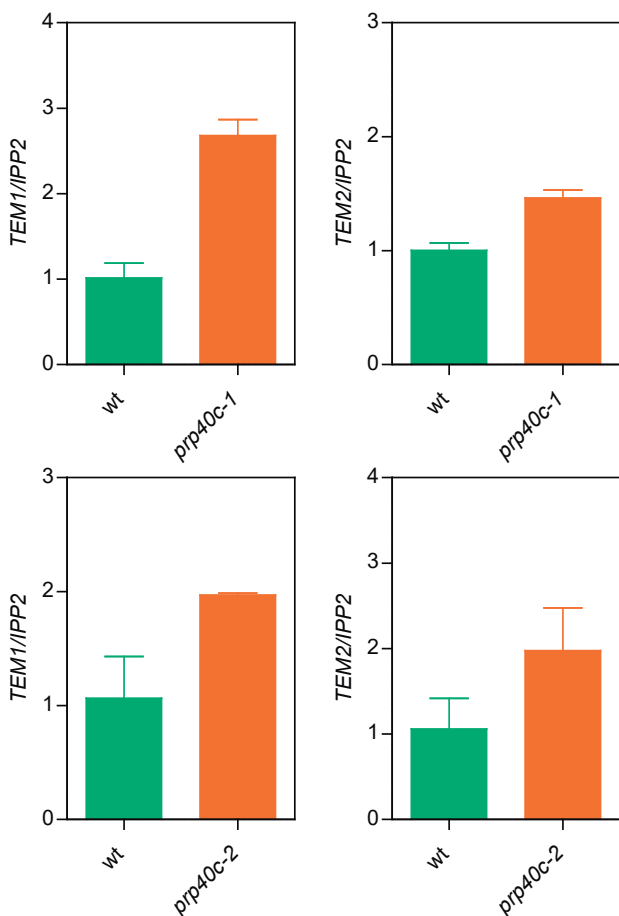

**Supplementary Figure S6.** RT-qPCR gene expression quantification of photoperiodic flowering pathway regulators. Expression levels were measured by qPCR for the photoperiodic flowering pathway regulators *TEM1* and *TEM2*. Three biological replicates were measured. Error bars indicate SEM. Student's t-Test was performed between mutants and wild-type (significantly different, \*:  $p \leq 0.05$ ).

# Supplementary material for: A Role for Pre-mRNA-PROCESSING PROTEIN 40C in the Control of Growth, Development, and Stress Tolerance in Arabidopsis thaliana
**Source:** Front Plant Sci. 2019 Aug 13;10:1019. doi: 10.3389/fpls.2019.01019
**Supplement:** Supplementary file 7

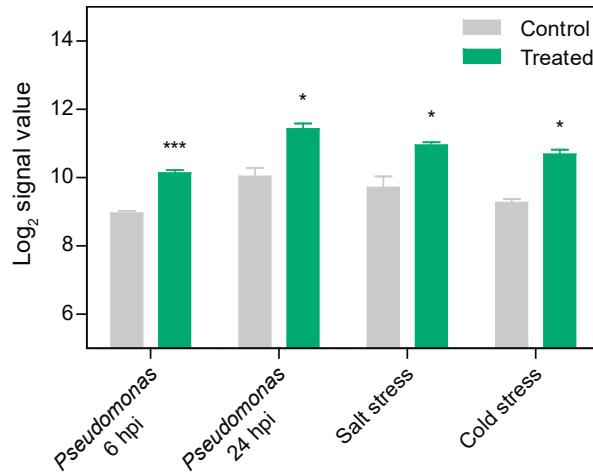

**Supplementary Figure S7.** *PRP40C* expression in response to biotic and abiotic stress. *PRP40C* expression in biotic and abiotic stress was analyzed using the GENEVESTIGATOR database. Expression of *PRP40C* 6 hours post infection (hpi) with *Pseudomonas syringae* pv. tomato DC3000 infected Col-0 plants and control plants was taken from the experiment: Response to virulent, avirulent, type III-secretion system deficient and nonhost bacteria ([https://www.arabidopsis.org/servlets/TairObject?type=expression\\_set\\_full&id=1007966202](https://www.arabidopsis.org/servlets/TairObject?type=expression_set_full&id=1007966202)) and expression of *PRP40C* 24 hours post infection (hpi) with *Pseudomonas syringae* pv. tomato DC3000 infected plants and control plants from the experiment: Genome-wide transcriptional analysis of the compatible *A. thaliana*-*P. syringae* pv. tomato DC3000 interaction (GSE5520). Expression of *PRP40C* in salt stress was taken from the experiment: A spatio-temporal understanding of growth regulation during the salt-stress response (GSE46205). Expression of *PRP40C* in cold stress from the experiment: Response to cold, plate grown plants (GSE5534). Error bars indicate SEM. Student's t-Test was performed between mutants and wild-type (\*: significantly different,  $p \leq 0.05$ ; \*\*\*: significantly different,  $p \leq 0.001$ ).

How the deposited data were processed for this re-analysis (not part of the article)

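Whole plants of wild type (Col-0) and of the T-DNA mutant *prp40c-1* were harvested after growth in continuous white light at 22°C, and poly(A) RNA of 3 libraries per genotype was sequenced. The paper gives an age of 12 days, and the sample labels give 10 to 14 days and 2 weeks. The paper and the labels also differ in the reverse transcriptase named and in the number of libraries pooled. Conditions and replicate numbers were taken from the sample labels, the allele from the paper's methods.

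The authors mapped the reads to TAIR10 with TopHat and made a table of raw counts per gene with custom R scripts, deposited without normalization. A second table from the authors holds raw counts of reads across the junctions of each bin, an exon, an intron or a part of either. For an intron these are the reads across its first and second boundary and the spliced reads that join the flanking exons. The same table gives a fraction per genotype, the share of retained or included reads that the authors computed from the 3 libraries summed. Recomputed from the counts, this fraction matched the deposited one in both genotypes, within 1e-06 percentage points, for 91074 of 91086 introns and for 1124 of 1124 events. The other 12 introns have no junction reads in 1 genotype, so that no fraction is defined there, and none is given. The read trimming, the use of strand, the treatment of reads matching several loci and the minimum overhang at a junction are not given in the sources used here. Counts per bin and the authors' read densities were not analysed here, so the paper's test of bin usage was not run.

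The 6 libraries held 34200225 to 40919516 counts on 33602 genes. The reference genome of *Arabidopsis* was compared with the coordinates in the files before use. All of 21937 genes matched by locus lie on the same chromosome and 98.5% lie inside the reference gene, and of 13728 tested introns placed on the genome sequence 98.6% begin with GT and end with AG.

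Differential expression was computed in R 4.3.3 with edgeR 4.0.16. Genes with a mean of at least 10 counts in at least 1 genotype (22182 genes) were normalized by TMM and tested with glmQLFit and glmQLFTest, with genotype as the only term and Benjamini-Hochberg adjustment. The thresholds were the paper's, an FDR below 0.05 and an absolute log2 fold change above 0.58. The paper's text names edgeR for genes but not which of its tests. Intron retention was tested with a quasi-likelihood model in which each library gave 2 columns, boundary reads and spliced reads, with 1 effect per library, 1 for the read type and 1 for the read type by genotype, which was tested. A mean of at least 5 spliced reads in each genotype and of at least 5 boundary reads in at least 1 genotype was required, and the thresholds were an FDR below 0.15 and a log2 change above 0.58. Annotated alternative 5′ and 3′ splice sites and skipped exons were fitted together in the same model on included and excluded reads, apart from the introns. Counts of calls in classes of introns, events and genes were compared by Fisher's exact test, splice-site scores by 100000 permutations, and single values of the libraries by exact permutation tests, which cannot fall below 0.1 with 3 against 3. Gene sets were tested with camera and fry of limma 3.58.1, and DESeq2 1.42.0 gave the Wald tests. Tables were read with data.table 1.17.8. Splice sites and figures were made in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

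The tests, thresholds, minimum reads and most alternatives were chosen before the data were examined. The alternatives were DESeq2 size factors, the exact test of edgeR, the DESeq2 Wald test, other filters and thresholds, the replicate number as a term, organelle genes left out, and each library left out in turn. Some choices were made only after fits of the data had been seen. These are the equal library sizes for both read types of a library, the joint fit of the alternative splice sites and skipped exons, the entries for introns of other annotation classes that were left out, and the sets of splicing calls by DESeq2, by an unadjusted p below 0.05 and from the paper's list. The calls at a minimum mean of 10 reads were taken as the basis for splice-site sequences and for the GO categories of spliced genes after it was seen that the stated minimum gave no called intron, and before those values were computed. The classes of GO terms, their minimum of 10 tested members and a list of 14 seed storage genes were written down before their values were computed, and after the tables had been opened.

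The genes named in the text are those the paper or its primer table names, and the 5 called genes with the largest increase and the 5 with the largest decrease whose libraries do not overlap between the genotypes. The same rule for introns named none, since no intron was called. The paper's tables had been read before this rule was written. Introns and events named beyond it are said to have been chosen after their values were seen.

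The fits were tested on simulated data before use. The changed genes were drawn only from genes with more counts than the minimum for testing, and the changed introns only from those with more boundary reads. The shares recovered thus do not hold for genes and introns near that minimum. Of 200 genes changed by a log2 fold change of 1 among 22182, all were recovered (100%) at a dispersion of 0.01, with 3 unchanged genes called. Of 200 introns changed by a log2 change of 2 among 13735, 89.5% were recovered at a dispersion of 0.02 and 64.5% at a dispersion of 0.12. For a log2 change of 1 these shares were 26% and 0%. The unchanged introns called in the same runs were 24 and 13 for the larger change and 5 and 0 for the smaller. The DESeq2 test recovered 69% and 35% of the larger and 0% of the smaller changes. In a simulated list of 120 introns of which 72 had a changed base at 1 splice-site position, 1 position was found, and 0 in a list drawn at random.

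The physiological, RT-PCR and infection experiments were not analysed here.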

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

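Of the tests in this part, the one on other splits of the libraries was chosen only after the result was seen, and the sum over genes with few counts had been seen before the expectation for genomic DNA was written.

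The retained share over all 13735 tested introns is a signal that the paper does not report. It was 1.76 ± 0.0878% in wild type and 2.01 ± 0.00856% in *prp40c-1* (SD, n = 3), with the lowest *prp40c-1* library at 2.00% and the highest wild-type library at 1.86% (exact permutation p = 0.1, the smallest possible). Constitutive introns went from 1.33 ± 0.0649% to 1.56 ± 0.00395% (exact permutation p = 0.1), while annotated alternatively spliced introns were at 11.6 ± 0.682% and 11.6 ± 0.165% (exact permutation p = 0.9). These shares are carried by introns with many reads. By the median log2 change per intron the values were 0.20 in constitutive and 0.11 in annotated introns, with 58.0% and 57.9% of introns above 0. Over all tested introns this median was 0.19. It depended on single libraries, from 0.094 without wild type replicate 2 to 0.30 without *prp40c-1* replicate 3. Whether the change differs between the classes of introns was not tested. Genomic DNA in the *prp40c-1* libraries would add about the same number of boundary reads to every intron, and so leave the ratio of boundary to spliced reads nearly unchanged where spliced reads are many. This was tested on the wider set of 90477 introns with a mean of at least 5 spliced reads in each genotype, whose retained share was 0.771% in wild type and 0.889% in *prp40c-1*. In the fifth of these introns with the most spliced reads the log2 change of this ratio was 0.18, and in the fifth with the fewest it was 0.15 (exact permutation p = 0.1 and 0.2). The added boundary reads per intron were 0.0199, 0.0895, 0.328, 0.256 and 0.173 from the fifth with the fewest spliced reads to that with the most. These are raw counts not scaled to library size. Each *prp40c-1* library had fewer counts on genes than each wild-type library, so the added reads are likely too low and are not weighed here. The 3343 genes with few counts summed to 133 ± 8.08 CPM in wild type and 130 ± 4.73 CPM in *prp40c-1* (SD, n = 3; exact permutation p = 0.6), with no surplus in *prp40c-1*. These values argue against DNA as the source. The shares by gene call argue equally against an effect of the called genes alone. Over 13158 introns of genes that are not called the retained share rose from 1.70% to 1.90%, a ratio of 1.12. Over 577 introns of called genes the ratio was 1.01 (exact permutation p = 0.9). By the median log2 change per intron the order is the other way, 0.35 in called genes and 0.19 in the others. A larger share of unfinished nuclear RNA in the *prp40c-1* libraries, a difference in RNA handling or harvest between the groups, and the loss of PRP40C remain open, and none of these was tested. The number of introns at an unadjusted p below 0.05 was 1455 for the genotypes and 730 to 799 for the other ways to split the 6 libraries into groups of 3, with the minimum of reads applied to the groups of each split. The genotypes were thus 1 of 10 splits, which is too few to exclude chance.

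Reads across the first boundary of the *PRP40C* intron with the T-DNA insertion drew attention because wild type has none. There were 19 of them in the *prp40c-1* libraries together, 5, 7 and 7 per library, and 0 in each wild-type library, where 3 counts would be 0.0740 to 0.0789 CPM. At the second boundary there were 0 in all 6 libraries. Transcripts that run from the exon into the intron as far as the insertion would give reads at one boundary only, and so would insertion reads placed at the wrong site. The positions of single reads were not analysed here, so neither was tested. The spliced reads of this intron were 6 to 10 per *prp40c-1* library and 54 to 70 per wild-type library.

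Of the 189 underexpressed genes, 28 lie in organelle genomes, 22 in the chloroplast and 6 in the mitochondrion, and 0 of the overexpressed genes do. The paper does not discuss these genes. The chloroplast took 0.931 ± 0.151% of the counts in wild type and 0.664 ± 0.0299% in *prp40c-1*, and the mitochondrion 0.0452 ± 0.00491% and 0.0253 ± 0.00300% (SD, n = 3; exact permutation p = 0.1 for each). Of 117 tested chloroplast genes 113 were lower in *prp40c-1*, with a median log2 fold change of -0.38, and of 44 mitochondrial genes 38 were, with a median of -0.67. The libraries were made from poly(A) RNA, so these shares may reflect how much RNA without a poly(A) tail was carried over. Nuclear snRNA, snoRNA and tRNA genes, which such carry-over would also bring, had a median log2 fold change of -0.029, with 27 of 47 genes lower and members in both directions, and this decides nothing. Less carry-over and a change in organelle transcripts with the genotype cannot be told apart, because the few tested nuclear genes of these classes spread widely. Leaving organelle genes out before library sizes were computed gave 784 called genes, 783 of them among the 813, so that the nuclear calls do not rest on this difference.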

How the results depend on the processing

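Of the values in this part, those from the DESeq2, unadjusted and paper-list sets of splicing calls, from all introns as the denominator, from column totals as library sizes and from the edgeR exact test on scaled boundary reads come from tests chosen only after the result was seen.

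The count of 813 differentially expressed genes stayed between 567 and 990 under 14 of 16 alternatives. It was 803 with DESeq2 size factors, 990 with the exact test of edgeR, 839 with the DESeq2 Wald test, 844 with no filter, and 772 with a mean of 10 counts in both genotypes. With single libraries left out it was 567 to 919. An FDR below 0.05 with no fold-change threshold gave 2485 genes and a fold-change threshold of 1 gave 336, as their construction implies. In all, 441 of the 813 genes were called under every refit. The overexpressed share, 76.8%, was 70.4% with the exact test, 62.9% with no fold-change threshold and 83.4% at an FDR below 0.01. The underexpressed genes, 189 in all, were 107 to 239 with single libraries left out, fewest without *prp40c-1* replicate 3. The overexpressed share was 74.0 to 81.1% with single libraries left out, lowest without *prp40c-1* replicate 1 and highest without *prp40c-1* replicate 3. Overexpressed genes were the majority under each of these settings, and the cause of the shifts was not tested.

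The replicate numbers do not pair the libraries. The deviations of same-numbered libraries from their genotype means had correlations of 0.0077, 0.0064 and 0.035. With the replicate block (the replicate number as a term) 819 genes were called, 781 of them among the 813, with an overexpressed share of 77.2%. The same replicate block called 0 introns and 4 events, and the camera p of the TIR-NBS-LRR genes was 8.6e-06. Under it AT1G54860 had an edgeR adjusted p of 0.0674 (range 0.00119 to 0.166 over the alternatives) and was not called.

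For the 25 named genes, 304 of 316 values under alternatives kept the direction and the side of the threshold, 12 kept the direction but were no longer called, and 0 reversed. Of the 12, 2 are of *LHY* (0.52 without wild type replicate 3, 0.55 without *prp40c-1* replicate 3), 1 of AT2G05530 (1.83 without *prp40c-1* replicate 3) and 3 of *CCR4* (3.41 and 3.42 without wild type replicate 1 or 2, 3.93 without *prp40c-1* replicate 3). The other 6 are of AT1G54860, at -3.13 with no filter, -3.12 with the replicate block, -3.26 and -2.66 without wild type replicate 1 or 2, and -2.55 and -2.58 without *prp40c-1* replicate 1 or 2. Alternatives that left a gene below the minimum of counts gave no value for it.

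The number of introns called was 0 for the quasi-likelihood test of edgeR (1455 at an unadjusted p below 0.05), and stayed 0 with no minimum of reads, with the replicate block, at an FDR below 0.05, with a difference of at least 5 percentage points, with each boundary tested separately and with each library left out. It was 118 with the DESeq2 Wald test, 137 with a minimum mean of 10 reads, 1 with column totals as library sizes and 205 with the edgeR exact test on boundary reads scaled by the gene total. With the minimum of 10 reads 6329 introns were tested in place of 13735, and the smallest adjusted p of edgeR was 0.0643 in place of 0.319. The cause was not tested for any of these. Column totals move the median log2 change of all tested introns from 0.19 to 0.00045 by construction. The number of other events called was 2. It was 4 with the DESeq2 Wald test and with the replicate block, 6 with no minimum, 3 with a minimum of 10 reads and 1 when a difference of at least 5 percentage points was required. With single libraries left out it was 0 to 4, 0 without wild type replicate 2 and 4 without wild type replicate 1 or without *prp40c-1* replicate 3. The cause was not tested.

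The comparison of annotated with constitutive introns rests on which introns are called. With 0 calls of either kind the difference in the share with increased retention is 0. It was -1.20 percentage points with a minimum of 10 reads (Fisher's exact test, p = 0.0319), -0.73 with DESeq2 calls and -3.99 at an unadjusted p below 0.05. Over all introns with 5 spliced reads it was 1.11 at an unadjusted p below 0.05 and 0.520 for the paper's list, with a range of Fisher's exact p of 3.3e-06 to 1 over the alternatives. The sign thus turned with the denominator, which by construction holds introns without enough boundary reads to be called. The share of intron retention among affected events was 0% of 2 events, below its share among tested events. It was above it with a minimum of 10 reads (62.5%) and for the paper's list (61.9%). The number of genes both differentially expressed and called for splicing was 0, below chance by less than 1 gene. It was above chance with a minimum of 10 reads (12), with DESeq2 calls (9), at an unadjusted p below 0.05 (68) and for the paper's list (24). The cause was not tested in these cases beyond the larger number of called introns.

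No splice-site position passed for calls at a minimum of 10 reads, for DESeq2 calls or at an unadjusted p below 0.05, and 2 passed for the paper's list. The cause was not tested. No GO category of spliced genes passed with a minimum of 10 reads or for the paper's list, and 2 did with DESeq2 calls, with the cause not tested. Of the paper's 553 loci only 198 genes entered this test, those with a tested intron or event and GO terms, so that it does not speak for the whole list. The odds ratio for genes near *PRP40C* was 1.22 within 2 Mb and 0.853 within 5 Mb, with Fisher's exact p of 0.261 for each, so that neither differs from 1. The set of TIR-NBS-LRR genes kept its direction under all 9 alternatives. Its camera p with the preset correlation was at most 5.1e-05 and its fry p was 5.6e-04 on all libraries, 0.0115 with the replicate block and 0.00145 to 0.00283 with single libraries left out. With the correlation estimated, camera gave 0.0231 on all libraries, 0.0792 with the replicate block and 0.00770 to 0.0727 with single libraries left out, so that the set passes 0.05 or not with this choice. The fall of reads spliced across the T-DNA intron kept its direction under all 7. Of 81 values under alternatives for the 7 introns and sites of Figure 5, 75 stayed on the same side, 5 were newly called and 1 reversed, the intron of *NUDT7*, at -1.10 when boundary reads were scaled by the gene total. The gene is overexpressed, and scaling by its total lowers the boundary reads of *prp40c-1* by construction.

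In simulated data at a dispersion of 0.12, none of the introns changed by a log2 change of 1 were recovered (0%) and 64.5% of those changed by 2 were. At a dispersion of 0.02 these shares were 26% and 89.5%. Depth itself was not varied, and the changed introns were drawn only from those with more boundary reads than the minimum for testing. The test of bin usage was not run, since counts per bin were not analysed here, and the comparison of annotated with constitutive introns adjusted for depth gave no value where no intron was called.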

Differences from the paper's values

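The tests behind the sets of splicing calls by DESeq2 and at an unadjusted p below 0.05, the paper's list as a set of calls, the exact test on scaled boundary reads and the wider denominator for Figure 3C were chosen only after the result was seen. Here 39 values were compared with the paper's, and 10 of them differ. A value counts as different when it is over 1.5 times the paper's or the paper's is over 1.5 times it, and a log2 fold change when the gap exceeds its standard error. The others are thus near the paper's values but not all equal to them. Among the 39, the representation factors of spliced genes come from calls at a minimum mean of 10 reads. Those of metal ion transport and ion transmembrane transporter activity rest on 2 genes each. None of these categories passed an adjusted p of 0.05 by Fisher's exact test. The log2 fold changes of 13 named genes are among the 39, and 0 of them differ. AT3G29633 has no counts in wild type and was not compared.

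The paper reports 397 introns with altered splicing, and edgeR's quasi-likelihood test on junction counts called 0 of 13735, with 1455 at an unadjusted p below 0.05. Of the alternatives set before the data were examined none comes within 1.5 times of the paper's count. The DESeq2 Wald test called 118 introns, 41 of them in the paper's list, and a minimum mean of 10 reads called 137, of which 59 are in that list. The edgeR exact test on boundary reads scaled by the gene total, chosen after seeing the values, called 205 introns, of which 92 are listed, and dropped 305 of the 397. The remaining alternatives called 0 introns, apart from column totals as library sizes, chosen after seeing the values, which called 1 that is not listed and so dropped all 397. The *UPS2* intron, which the paper calls, is called by the DESeq2 Wald test, with a minimum of 10 reads and by that exact test, and the introns of *RLM3* and AT5G14260 only by the exact test. Of the paper's introns 18 were annotated as alternatively spliced and 379 constitutive. Here the counts are 0 and 0, and 5 and 132 with a minimum of 10 reads, which does not close either gap.

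The paper's 39 transcripts both differentially expressed and spliced compare with 0 genes here, 0 for calls at an FDR below 0.05 and 12 with a minimum of 10 reads, neither of which closes the gap. The paper's list of bins set against the genes called here, chosen after seeing the values, gave 40, and dropped none of the listed loci, since it takes the splicing calls from the paper. Counted only over genes tested for both it gave 24.

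In Fig. 3C about 0.99% of alternatively spliced introns and about 0.35% of constitutive introns have increased retention, read by eye. Here both shares are 0%. A minimum of 10 reads gave 0.684% of alternatively spliced introns, which closes that gap, and 1.88% of constitutive introns, which does not, and calls at an FDR below 0.05 close neither. These shares are over introns with enough boundary reads to be tested, and the paper's are over all introns. Over all introns with 5 spliced reads, a denominator chosen after seeing the values, the calls at a minimum of 10 reads gave 0.302% and 0.121%, neither within 1.5 times of the paper's. The paper's own list as the set of calls, chosen after seeing the values, gave 1.20% of the tested alternatively spliced introns and 1.76% of the tested constitutive introns, and over all introns with 5 spliced reads 0.831% and 0.312%. The list has 318 introns with an increase, of which the tested introns drop 81 and the wider set 29.

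The paper's shares of affected events are 47.4% intron retention, 31.6% alternative 5′ splice sites, 18.4% alternative 3′ splice sites and 2.6% exon skipping. The 2 events called here give 0%, 0%, 50% and 50%. A minimum of 10 reads, with 8 events, gave 62.5% and 12.5% for intron retention and alternative 3′ splice sites, which closes those gaps, and 12.5% for each of the others, which does not. Calls at an FDR below 0.05 close none. At an unadjusted p below 0.05, chosen after seeing the values, intron retention was 37.3%, alternative 5′ splice sites 25.4% and alternative 3′ splice sites 27.0%, within 1.5 times of the paper's, and exon skipping 10.3% was not. This set drops 206 of the paper's 397 introns and 14 of its 20 other events. DESeq2 calls, chosen as a set after seeing the values, gave 25% alternative 5′ splice sites among 4 events, within 1.5 times of the paper's, and 0% intron retention, 50% alternative 3′ splice sites and 25% exon skipping, which are not. It dropped 356 of the 397 introns and 18 of the 20 other events. The paper's list, chosen as a set after seeing the values, gave 61.9% intron retention and 19.0% alternative 3′ splice sites among 21 events, within 1.5 times of the paper's, and 14.3% alternative 5′ splice sites and 4.76% exon skipping, which are not. It drops 17 of the paper's 38 annotated events, which were not tested here. Of the events called here, the *RNS2* exon is in the paper's table and the *WLIM2b* splice site is not.

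The 869 genes of the paper's table are all tested here with the same direction, and 757 of them are called. The exact test of edgeR called 839 of them and 151 others, the DESeq2 Wald test called 777 and no filter on counts called 787. The log2 fold changes of the table differ from those here by a median of 0.00397.

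Some statements of the paper differ in direction or category. The paper states a larger share of increased retention among alternatively spliced than among constitutive introns, while at a minimum of 10 reads the tested introns gave 0.684% and 1.88%. Over all introns with 5 spliced reads, a denominator chosen after seeing the values, the same calls gave 0.302% and 0.121%, in the paper's direction. The paper reports more alternative 5′ splice sites among affected than among wild-type events, and at a minimum of 10 reads they were 1 of 8 called events (12.5%) and 16.8% of the tested events (Fisher's exact test, p = 1), which gives no direction. At an unadjusted p below 0.05, chosen after seeing the values, they were 25.4% and 15.0% (Fisher's exact test, p = 0.00175), in the paper's direction. Of the 10 categories the paper names as enriched among upregulated genes, 7 passed here, and RNA metabolic process (0 of 15 tested members), response to salt stress (representation factor 1.10) and signal transducer activity (2.20) did not. Of the categories it names for spliced genes, 0 passed at a minimum of 10 reads. DESeq2 calls passed metal ion transport (5.35) and ion transmembrane transporter activity (7.33), which the paper also names. The paper reports no deviation of splice-site sequences, and no single position passed for calls made here, while 2 donor positions passed for the paper's list. The mean donor score was higher in the introns called at a minimum of 10 reads than in all tested introns (7.41 and 6.98, permutation p = 0.0274). It was also higher in those at an unadjusted p below 0.05, a set chosen after seeing the values (7.20 and 7.03, permutation p = 0.0025). For sets also chosen after seeing the values it was 7.26 in DESeq2 calls (permutation p = 0.265) and 6.96 in the paper's list (permutation p = 0.616), which goes the paper's way. The paper's text describes null expression of the wild-type mRNA in the mutants, and the legend of Supplementary Figure S1 a strong reduction. Here reads spliced across the intron with the insertion were at 12.5% of the wild-type level.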

Other observations

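In this part, the tests on other splits of the libraries, on seed material and on harvest were chosen only after the result was seen, and the seed test was rewritten more than once after its values were known.

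For 4 results, the 6 libraries were split into groups of 3 in each of the 10 possible ways. The genotypes gave 813 called genes and every other split 0. They gave 2 called events and every other split 0. For introns at an unadjusted p below 0.05 they gave 1455, against at most 799. For the TIR-NBS-LRR genes the camera p was 2.1e-06, against 0.0015 or more. In each case 1 split, the real one, gave a result as large, and with 10 splits chance cannot be excluded by this count.

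Among the largest decreases in *prp40c-1* is *M17*, with 3.73 ± 1.66 CPM in wild type and 0.174 ± 0.237 CPM in *prp40c-1* (SD, n = 3). Seed material in the wild-type harvest might be a source of it, and would bring storage transcripts, which seeds hold in larger amounts than *M17*. Of 14 storage albumin, cruciferin and oleosin genes on a list written before their values were computed, 5 had no counts in any library. The 14 genes summed to 2.80 ± 0.324 CPM in wild type and 2.35 ± 0.284 CPM in *prp40c-1* (SD, n = 3; exact permutation p = 0.2). Between a wild-type and a *prp40c-1* library this sum differed by at most 1.14 CPM, and *M17* by at least 1.50 CPM. The listed storage genes thus showed no surplus as large as that of *M17*. This does not rule out seed material, because only these 14 genes were read. The larger amounts of storage transcripts in seeds were also not measured here. Of the 4 listed genes tested, 3 were lower in *prp40c-1*, with a median log2 fold change of -0.53, and 0 were called in either direction. Seed material and a change of *M17* with the genotype both stay open, and the latter was not tested.

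Of 117 tested genes whose GO terms name a response to chitin or to wounding, 24 were overexpressed and 2 underexpressed in *prp40c-1* (odds ratio 9.23, Fisher's exact test, p = 1.9e-14). Their median log2 fold change was 0.15, with 72 genes higher. In 53 of the 117 genes the genotypes did not overlap, where chance gives 10%, and in 43 of these *prp40c-1* was higher. Handling or timing at harvest could raise these genes in all 3 *prp40c-1* libraries, as could the loss of PRP40C. For the 24 genes these cannot be told apart, because the harvest of the single libraries is not given in the sources used here.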
